# KHSRP has oncogenic functions and regulates the expression and alternative splicing of DNA repair genes in breast cancer MDA-MB-231 cells

**DOI:** 10.1038/s41598-024-64687-0

**Published:** 2024-06-26

**Authors:** Xuelaiti Paizula, Aliya Wulaying, Dong Chen, Jianghua Ou

**Keywords:** Breast cancer, KHSRP, RNA-seq, Alternative splicing, Cell cycle, DNA damage, Breast cancer, Mechanisms of disease

## Abstract

Breast cancer has become the most common type of cancers worldwide. Its high prevalence and malignant features are associated with various environmental factors and molecules. The KH-type splicing regulatory protein (KHSRP) participates in the development of breast cancer, while the underlying mechanisms are largely unknown. In this study, we silenced KHSRP expression in MDA-MB-231 cells by small interfering RNA (siKHSRP), and then assessed its effects on cellular features. Finally, we performed whole transcriptome sequencing (RNA-seq) experiments to explore the downstream targets of KHSRP, and validated their changed pattern using quantitative polymerase chain reaction. We found KHSRP showed higher expression level and was associated with worse prognosis in breast cancer patients. In siKHSRP samples, the proliferation, invasion, and migration abilities were significantly repressed compared with negative control (NC) samples, while the apoptosis level was increased. By investigating the RNA-seq data, we found KHSRP globally regulates the expression and alternative splicing profiles of MDA-MB-231 cells by identifying 1632 differentially expressed genes (DEGs) and 1630 HKSRP-regulated AS events (RASEs). Functional enriched analysis of DEGs demonstrated that cilium assembly and movement and extracellular matrix organization pathways were specifically enriched in up DEGs, consistent with the repressed migration and invasion abilities in siKHSRP cells. Interestingly, the cell cycle and DNA damage and repair associated pathways were enriched in both down DEGs and RASE genes, suggesting that KHSRP may modulate cell proliferation by regulating genes in these pathways. Finally, we validated the changed expression and AS patterns of genes in cell cycle and DNA damage/repair pathways. Expression levels of *BIRC5*, *CCNA2*, *CDK1*, *FEN1*, *FOXM1*, *PTTG1*, and *UHRF1* were downregulated in siKHSRP samples. The AS patterns of *PARK7*, *ERCC1, CENPX*, and *UBE2A* were also dysregulated in siKHSRP samples and confirmed PCR experiments. In summary, our study comprehensively explored the downstream targets and their functions of KHSRP in breast cancer cells, highlighting the molecular mechanisms of KHSRP on the oncogenic features of breast cancer. The identified molecular targets could be served as potential therapeutic targets for breast cancer in future.

## Introduction

Breast cancer (BC) has become the most commonly diagnosed cancer worldwide in 2020^1^, and will constantly increase to 3 million new cases and 1 million deaths in 2040 by prediction^2^. Due to the heterogeneous pathogenesis, the treatment of breast cancer should consider the underlying molecular features of patients, indicating targeted therapies could obtain better therapeutic effect^3,4^. Thus, it is important to deeply understand the molecular mechanisms of breast tumorigenesis and progression. Besides the well-studied molecules such as ERBB2, hormone receptors, and BRCA genes that are used to classify subtypes of BC and therapeutic targets, novel risk factors are identified in recent studies^5,6^. For instance, epigenetic modulators, regulating gene expression and chromatin stability, also have the ability to control estrogen level and its-targeted gene expression in BC^7^. The expression profile of long noncoding RNAs (lncRNAs) could correctly categorize BC subtypes and identify DSCAM-AS1 as a mediator for tumor progression and tamoxifen resistance^8^. Another important topic is the DNA damage and following repair, which has been tightly associated with the development and therapy of breast cancer^9,10^. In breast cancer, unrepaired DNA damage could result in malignant development of mouse luminal epithelial cells^11^. Meanwhile, the underlying mechanisms how these risk factors are regulated remain unsolved in breast cancer.

Among the regulators, RNA binding proteins (RBPs) have essential roles in post-transcriptional regulatory network^12^, and are widely associated with the dysregulated biological processes during cancer development^13^. Among the thousands of RBPs, we pay attention to the KH-type splicing regulatory protein (KHSRP), which is a multi-functional protein regulating RNA life and important cellular functions in cell differentiation and diseases^14^. As an RBPs, KHSRP regulates the fate of its targeting RNAs, including biogenesis^15^, stabilization^16^, localization^17^, alternative splicing^18^, and RNA decay^19^. It has also been reported that KHSRP involves in the tumorigenesis and progression of multiple cancers^20–22^. In breast cancer, KHSRP was up-regulated and correlated with proliferation of tumor cells and poor prognosis of patients^23^. Meanwhile, KHSRP is a downstream target of BRCA1 breast cancer cells^24^, indicating that KHSRP is an important mediator in the development of breast cancer. However, the exact functions and molecular mechanisms of KHSRP in breast cancer are still unknown.

In this study, we speculate that KHSRP may regulate the expression and alternative splicing of a large number of tumor-associated genes based on the fact that KHSRP was correlated with the development of breast cancer and poor prognosis of patients. To validate this hypothesis, the KHSRP was knocked down in human breast cancer (MDA-MB-231) cells, and the transcriptome profile affected by KHSRP was obtained by high-throughput transcriptome sequencing (RNA seq). Then, the potential targets of transcriptional and alternative splicing levels regulated by KHSRP in MDA-MB-231 cells were analyzed, and the molecular mechanism of KHSRP affecting gene expression and alternative splicing in MDA-MB-231 cells was preliminarily explored. Based on the results, we obtained a global view of KHSRP-regulated downstream targets, and understood how KHSRP promotes breast cancer progression; the identified molecular targets could be used as potential targets for breast cancer therapy in future.

## Materials and methods

### Cloning and plasmid construction

All siRNA duplexes were purchased from Gemma (Suzhou, China). Non-targeting control siRNA(siNegative) sequences were 5ʹ-UUCUCCGAACGUGUCACGUTT-3ʹ (sense). The siRNA targeting KHSRP (siKHSRP) sequences were 5ʹ-GCGAGAAUGUGAAAGCCAUTT-3ʹ (sense).

### Cell culture and transfections

MDA-MB-231 cell line (Procell, Wuhan, China) was cultured at 37 °C with 5% CO_2_ in Leibovitz's L-15 with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, 100 U/mL penicillin. The siRNA transfection into the cells was performed using Lipofectamine™ RNAiMAX transfection reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's protocol. We collected the transfected cells after 48h for following experiments.

### Western blot

MDA-MB-231 cells were lysed in ice-cold wash buffer (1× PBS, 0.1% SDS, 0.5% NP-40 and 0.5% sodium deoxycholate) supplemented with a protease inhibitor cocktail (Roche) for 30 min. Samples were boiled for 10 min in boiling water with 1X SDS sample buffer and separated on 10% SDS-PAGE. With TBST buffer (20 mM Tris-buffered saline and 0.1% Tween-20) containing 5% non-fat milk power for 1 h at room temperature, membranes were incubated with primary antibody: KHSRP antibody (1:1000, A9075, ABclonal) and GAPDH (1:5000, ATPA00013Rb, AtaGenix), and then with HRP-conjugated secondary antibody (anti-mouse or anti-rabbit 1:10,000) (Abcam). Then the samples were detected using the enhanced chemiluminescence (ECL) reagent (Bio-Rad, 170506).

### Cell apoptosis and proliferation experiments

We assessed the cell apoptosis and proliferation levels by flow cytometric and CCK-8 kit analysis, respectively, following the published methods^25^. The siKHSRP and NC cells were prepared with 5 μl Annexin V-APC and then mixed with 5 μl 7-AAD reagents following the instruction of Annexin V-APC/7-ADD apoptosis detection kit (40304ES60, Yeasen, Shanghai, China). Then, the cells were used for flow cytometric analysis (FACSCanto, BD, Franklin Lakes, NJ, USA) to assess apoptosis level. For proliferation, equal cells were seeded in culture plates. Then we added 10 μl CCK-8 solution and measured the optical density (OD) by Microplate Reader (ELX800, Biotek, Winooski, VT, USA) at an absorbance of 450 nm, and finally assessed the proliferation level.

### Cell migration and invasion assays

The migration and invasion assays were both performed by transwell chambers (3,422, Corning, Corning, NY, USA) with 8 μm filter. For migration, 2.5 × 10^5^ cells were added to the chambers, which were inserted into medium with 600 ul 10% FBS (10091148, Gibco, Waltham, MA, USA). For invasion, the bottom chambers were precoated with a uniform layer of Matrigel (356234, BD Biosciences, San Jose, CA, USA) and diluted for 1:8 using serum-free medium. The diluted matrigel in chambers was incubated for 1 h at 37 °C with 5% CO_2_ and removed unsolidified supernatant. Following this, 4 × 10^5^ cells were added to the inserts. The chambers were treated with the same amount of FBS as migration assay. Finally, the migrated and invaded cells were calculated under an inverted microscope (MF52-N, Mshot, Guangzhou, China) at 200× magnification.

### RNA extraction and sequencing (RNA-seq)

Total RNAs were extracted from MDA-MB-231 cells using TRIzol Reagent (NO 15596026, Invitrogen) following the canonical RNA isolation method^26^. DNA was digested by DNaseI. RNA quality and integrity were determined by examining A260/A280 with NanodropTM OneCspectrophotometer (Thermo Fisher Scientific Inc) and by 1.5% agarose gel electrophoresis, respectively. Then RNAs were quantified by Qubit3.0 with QubitTM RNA Broad Range Assay kit (Life Technologies Q10210). Total 2 μg RNAs were used for stranded RNA sequencing library preparation using KCTM Stranded mRNA Library Prep Kit for Illumina (DR08402, Seqhealth, China) following the manufacturer’s instruction. PCR products corresponding to 200–500 bps were enriched, quantified and finally sequenced on Novaseq 6000 sequencer (Illumina) with PE150 model.

### RNA-seq processing and alignment

Raw reads containing more than 2-N bases were first discarded. Then adaptors and low-quality bases were trimmed from raw sequencing reads using FASTX-Toolkit (Version 0.0.13). The short reads less than 16nt were also dropped. After that, clean reads were aligned to the human genome by HISAT2^27^ allowing maximum 4 mismatches. Uniquely mapped reads were used for gene reads number counting and FPKM calculation (fragments per kilobase of transcript per million fragments mapped)^28^.

### Differentially expressed genes (DEG) analysis

The R Bioconductor package DESeq2 (Love, Huber et al. 2014) was utilized to screen out the differentially expressed genes (DEGs). The P value for correction < 0.05 and fold change > 2 or < 0.5 were set as the cut-off criteria for identifying DEGs.

### Alternative splicing analysis

The alternative splicing events (ASEs) and regulated alternative splicing events (RASEs) between the samples were defined and quantified by using the ABLas pipeline as described previously^29^. In brief, ABLas detection of ten types of ASEs was based on the splice junction reads, including exon skipping (ES), alternative 5ʹ splice site (A5SS), alternative 3ʹsplice site (A3SS), mutually exclusive exons (MXE), mutually exclusive 5'UTRs (5pMXE), mutually exclusive 3ʹUTRs (3pMXE), A3SS&ES and A5SS&ES.

To assess KHSRP-regulated ASEs (RASEs), Student’s *t*-test was used to calculate the significance of the ratio alteration of ASEs. ASEs with significant at *P*-value cutoff corresponding to a false discovery rate cutoff of 5% were considered as RASEs.

### RT-qPCR

Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as the control gene for RT-qPCR. The cDNA synthesis was done by standard procedures and RT-qPCR was performed on the Bio-Rad S1000 with Hieff™ qPCR SYBR^®^ Green Master Mix (Low Rox Plus; YEASEN, China). The concentration of each transcript was then normalized to GAPDH mRNA level using 2^−ΔΔCT^ method^30^. Comparison and statistical significance were performed with the two-tail and unpaired Student’s *t*-test. The information of primers for all tested genes was presented in Table S1.

### Functional enrichment and other analysis

The expression analysis of KHSRP in breast cancer patients were performed by UALCAN website^31^. The survival influence of KHSRP expression was assessed by Kaplan–Meier Plotter^32^. Correlation analysis between KHSRP and its regulated DEGs were calculated by GEPIA2^33^. To sort out functional categories of DEGs, Gene Ontology (GO) and KEGG pathways were identified using KOBAS 2.0 server^34^. Hyper geometric test and Benjamini–Hochberg FDR controlling procedure were used to define the enrichment for each pathway.

## Results

### KHSRP had higher expression level and was associated with prognosis in breast cancer patients

To obtain a further understanding of KHSRP in breast cancer patients, we utilized online tool UALCAN^31^ to explore its expression pattern in breast invasive carcinoma (BRCA) patients. By classifying TCGA samples into normal and primary tumor groups, we found that KHSRP expression was significantly increased in primary tumor samples (Fig. 1A). By dividing the primary samples into four stages, KHSRP also showed significant higher levels in stages 1–3 compared with normal samples, except stage 4 that had small sample size (Fig. 1B). The protein level of KHSRP was further assessed by using the data from clinical proteomic tumor analysis consortium (CPTAC) group. Similar results were obtained for the protein level of KHSRP in breast cancer patients (Fig. 1C,D), indicating that KHSRP was consistently upregulated in breast cancer at both RNA and protein levels. Finally, we used Kaplan–Meier Plotter^32^ to decipher the association between KHSRP expression and the survival time of breast cancer patients. By setting the survival state as recurrence free survival (RFS) and selecting patients with low mutation burden, we found that higher expression of KHSRP was associated with worse prognosis result (Fig. 1E), indicating that KHSRP expression may be associated with therapeutic efficacy of breast cancer patients. In summary, our results demonstrated the potential oncogenic ability of KHSRP in breast cancer.

**Figure 1:**
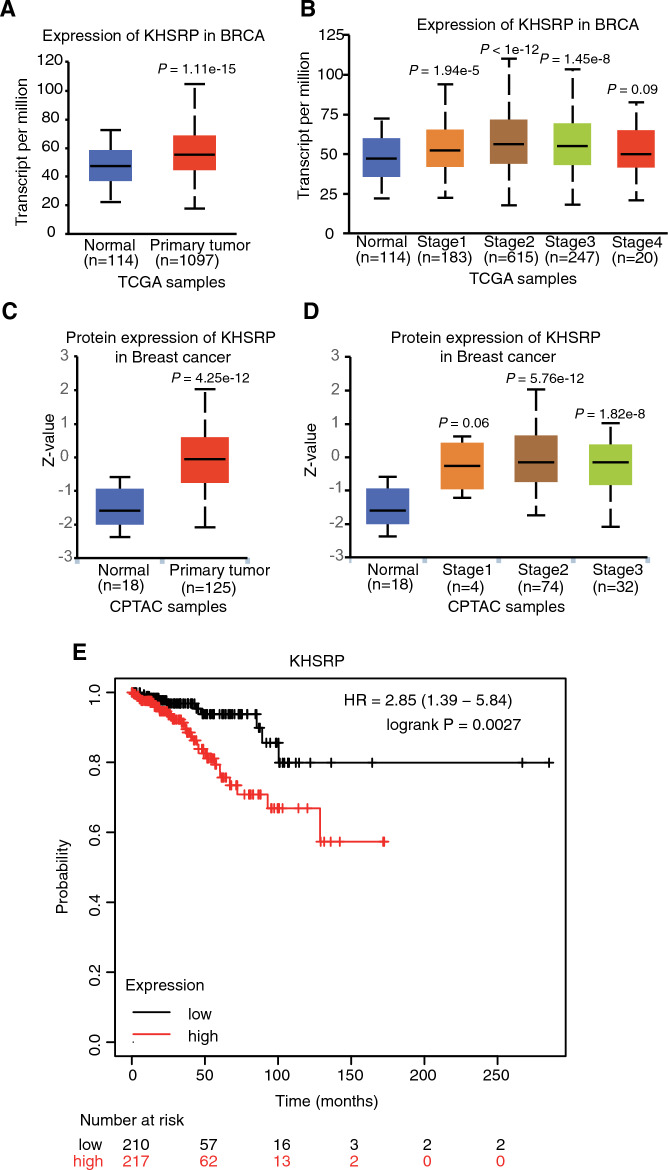
KHSRP expression was significantly increased and associated with the survival time in breast cancer patients. (**A**) Box plot showing the increased expression level of KHSRP in BRCA samples. (**B**) Box plot showing the increased expression level of KHSRP in BRCA samples separated by different stages. The *P*-value was calculated between each tumor stage *vs.* normal samples. (**C**) Box plot showing the increased protein level of KHSRP in breast cancer samples. (**D**) Box plot showing the increased protein level of KHSRP in breast cancer samples separated by different stages. The *P*-value was calculated between each tumor stage *vs.* normal samples. (**E**) Line plot showing the significant association between recurrence free survival time and KHSRP expression in breast cancer patients with low mutation burden.

### KHSRP knockdown inhibited the pro-tumor features of MDA-MB-231 cells

Based on the high expression and association with patient’s prognosis of KHSRP in breast tumor^23^, we speculate that KHSRP modulates other phenotypes of tumor cells and regulates expression or other features of downstream targets. Thus, we inhibited KHSRP expression by transfecting small interfering RNA (siRNA) of KHSRP into MDA-MB-231 cell line. All of the three designed siRNAs exhibited significant knockdown efficiency for KHSRP RNA level compared with negative control (NC) by RT-qPCR, and the third siRNA (siKHSRP_3) showed the highest repression level (Fig. 2A). The western blot experiment demonstrated consistent result with that of RT-qPCR, showing the third siRNA most obviously repressed KHSRP protein level (Figs. 2B, S1). We thus chose the third siRNA for following experiments and named it as siKHSRP. We then assessed the phenotype changes of MDA-MB-231 cells by repressing KHSRP. Consistent with previous study^23^, the proliferation rate was significantly repressed and apoptosis level was significantly increased after KHSRP knockdown (Fig. 2C,D). Meanwhile, we calculated the migration an invasion ability of MDA-MB-231 cells. In siKHSRP samples, we detected significantly lower migration and invasion ability compared with NC samples (Fig. 2E). These results together indicate that KHSRP could potentially increase the pro-tumor features of MDA-MB-231 cells, including the metastasis ability.

**Figure 2:**
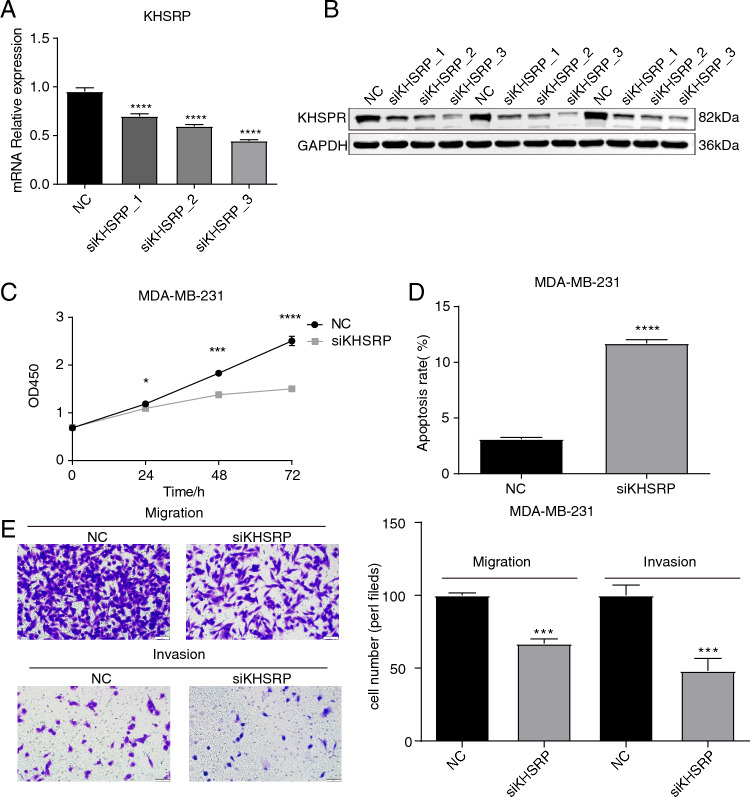
KHSRP knockdown affected cell proliferation, apoptosis, invasion, and migration levels in MDA-MB-231 cells. (**A**) Bar plot showing the RT-qPCR results of control and siKHSRP samples. (**B**) Western blot result showing the decreased expression in siKHSRP samples. (**C**) Line plot showing the cell proliferation result. (**D**) Bar plot showing the cell apoptosis result. (**E**) Cellular staining and bar plot showing the cell invasion and migration results. N = 3; *p-value < 0.05; ***p-value < 0.001; ****p-value < 0.0001; Student’s *t*-test.

### Global transcriptome pattern was regulated by siKHSRP in MDA-MB-231 cells

To further investigate how KHSRP modulate the pro-tumor features of MDA-MB-231 cells, we performed whole transcriptome sequencing (RNA-seq) experiment for siKHSRP and NC samples. 

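MDA-MB-231 is a human cell line derived from a triple-negative breast cancer. Cells transfected with siKHSRP or with the NC siRNA were collected after 48 h, and 3 libraries per group were made with a stranded mRNA kit and sequenced as paired reads. The sense strand of siKHSRP, without its overhang, is GCGAGAAUGUGAAAGCCAU. It matches the KHSRP transcript over all 19 bases, at positions 6416629 to 6416647 of chromosome 19 (GRCh38, minus strand), in the coding part of exon 14 of 20 in the GENCODE 29 annotation. The sense strand of the NC siRNA is UUCUCCGAACGUGUCACGU. The authors trimmed the reads, aligned them with HISAT2, kept uniquely mapped reads and deposited FPKM values of 27397 genes, printed to 2 decimals. The deposited values are not counts, so the DESeq2 test of the paper was replaced by limma on log2(FPKM + 0.1). The 17619 genes with a mean FPKM of at least 0.1 over the 6 libraries were tested. DEGs were called at the cut-offs of the paper, an adjusted p under 0.05 and a fold change of at least 2 or at most 0.5. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM.

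The depth was estimated from the steps between low FPKM values, since a low value is a whole multiple of what 1 fragment is worth for that gene. Within a tolerance of 0.1 fragment, 95.2 to 97.1% of the low values used in each library came out whole, against 20% by chance. The estimated depths were 20.3 M, 23.1 M and 26.6 M fragments for the NC libraries and 26.1 M, 27.7 M and 26.6 M fragments for the siKHSRP libraries. Genes of the mitochondrial genome took 20.1% of the summed FPKM in NC replicate 1 and 31.3 to 32.6% in each of the other libraries. No source used here says whether the replicates came from separate cultures, so p-values measure the spread between these samples, which may be technical.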

After obtaining the high-quality sequencing reads and aligning them to the human genome, we found the inhibited expression level of KHSRP was also detected in siKHSRP samples from RNA-seq data (Fig. 3A). 

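KHSRP encodes an RNA-binding protein known for promoting the decay of mRNAs with AU-rich elements. The gene (ENSG00000088247.18) lies on chromosome 19 of GRCh38 from 6413348 to 6424794, on the minus strand. Its FPKM was 34.24, 61.4 and 61.41 in NC replicates 1 to 3 and 4.6, 4.83 and 4.27 in the siKHSRP replicates. The means were 52.4 ± 15.7 (SD, n = 3) in NC and 4.57 ± 0.281 (SD, n = 3) in siKHSRP, so 8.72% of the NC mean was left. The log2 fold change was -3.44 (standard error 0.235, adjusted p = 8.5e-04 from limma). Each NC library lay above each siKHSRP library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). NC replicate 1 held 55.8% of the mean KHSRP level of the other NC replicates.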

Principle component analysis (PCA) based on the total expressed genes demonstrated the clear separation between siKHSRP and NC samples (Fig. 3B), indicating that KHSRP knockdown globally changed transcriptome profile. 

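The siKHSRP replicates lay close together and apart from the NC replicates, of which NC replicate 1 stood apart from the others. PCA was run on the FPKM of the 27393 genes that varied, each centred and scaled to unit variance. The first component held 40.3% of the variance and the second 26.9%. The siKHSRP replicates had scores of 86.0, 92.2 and 94.0 on the first component, and the NC replicates had scores of -153, -60.4 and -59.0. On the second component NC replicate 1 had a score of 123, NC replicates 2 and 3 had scores of -103 and -96.0, and the siKHSRP replicates lay between 18.6 and 32.6. Without NC replicate 1 the second component held 17.5% of the variance.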

Following differentially expressed genes (DEGs) analysis confirmed the dysregulated transcriptome of MDA-MB-231 cells by identifying 1632 significant DEGs (siKHSRP *vs.* NC), including 1001 up and 631 down DEGs (Fig. 3C). 

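In the limma fit 1186 genes were DEGs, of which 822 were up and 364 were down in siKHSRP. Genes of inflammation were among those with the largest increase. LTB, a cytokine of the tumor necrosis factor family, rose from 4.76 ± 2.49 to 49.0 ± 0.150 FPKM (SD, n = 3 in each group). PTGS2, which encodes the inducible cyclooxygenase, rose from 0.507 ± 0.0833 to 4.75 ± 0.188 FPKM. CXCL1, a chemokine that attracts neutrophils, rose from 29.5 ± 0.367 to 179.5 ± 3.98 FPKM. Their log2 fold changes were 3.45 (standard error 0.318), 3.01 (0.128) and 2.60 (0.0647), with adjusted p-values of 0.0016, 3.4e-04 and 4.4e-05.

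Several lncRNAs were also among the up DEGs. LINC02870, which had a log2 fold change of 3.21, and of 2.61 without NC replicate 1, was at 0.177 ± 0.180 FPKM in NC and 2.06 ± 0.278 FPKM in siKHSRP. DNMT3L-AS1, INSIG1-DT and MAN1B1-DT had log2 fold changes of 2.88, 2.44 and 2.34. CCR5AS had a log2 fold change of 2.59, and of 1.96 without NC replicate 1, and lost its call without any of the siKHSRP replicates in turn (adjusted p = 0.063 to 0.066). RASGRP3-AS1 had one of 2.45, and of 1.86 without NC replicate 1, and lost its call without NC replicate 3 (adjusted p = 0.059) and without siKHSRP replicates 1 and 3 (adjusted p = 0.12 and 0.12). KLRK1, an immune receptor gene with a log2 fold change of 2.71, shares 62.7% of its exonic length with other genes on the same strand.

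UBB was among the genes with the largest decrease. This gene, which encodes polyubiquitin, fell from 774 ± 8.05 to 46.7 ± 0.551 FPKM, a log2 fold change of -4.05 (standard error 0.0690, adjusted p = 1.2e-05). SNRPC, a protein of the U1 small nuclear ribonucleoprotein, fell from 233 ± 25.8 to 15.7 ± 0.445 FPKM (log2 fold change -3.88). CENPO, a kinetochore protein, had a log2 fold change of -2.50 and an FPKM of 0.753 ± 0.152 in siKHSRP. The transcripts of UBB and CENPO hold a site that differs from the sense strand of siKHSRP at 4 and 3 bases, and the transcript of SNRPC holds 13 contiguous bases of that strand. ABHD4, a hydrolase of lipid metabolism, had a log2 fold change of -2.88, the carbonic anhydrase CA9 one of -2.53 and the cathepsin CTSW one of -2.52. VTRNA2-1, a vault RNA, was listed at 4.25, 1.69 and 0.88 FPKM in the NC replicates, and RNU6-33P at 4.16, 0.4 and 1.76 FPKM, and each was listed at 0 in every siKHSRP library. VTRNA2-1 spans bases 136080470 to 136080597 of chromosome 5 and RNU6-33P bases 88684848 to 88684954 of chromosome 4. Both genes are this short, so at the estimated depths their values rest on few fragments. The call of RNU6-33P was lost without any of the siKHSRP replicates in turn (adjusted p = 0.056 to 0.057), and VTRNA2-1 shares 78.9% of its exonic length with other genes on its strand.

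For each of the 822 up and 364 down DEGs, the values of the groups did not overlap, as for 47.8% of the genes tested, against 10% by chance. There were 743, 732 and 761 DEGs without siKHSRP replicates 1, 2 and 3. With a pseudocount of 1 the log2 fold change was 1.93 for PTGS2, 1.39 for LINC02870, 1.08 for DNMT3L-AS1, 1.50 for INSIG1-DT, 1.58 for MAN1B1-DT, 1.39 for KLRK1, -1.70 for CENPO and -1.25 for CA9, and RASGRP3-AS1 and RNU6-33P did not pass the cut-offs.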

We then plotted the expression pattern of all DEGs using hierarchical clustering heatmap and found the consistent pattern of the three replicates for both siKHSRP and NC groups (Fig. 3D). 

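NC replicate 1 was the least like its group. The measure was Pearson's r of log2(FPKM + 0.1) across genes, which are not independent replicates. Over the genes tested, r was 0.983 to 0.984 between siKHSRP replicates, 0.955 to 0.982 between NC replicates and 0.936 to 0.962 between groups. NC replicates 2 and 3 gave 0.982, while NC replicate 1 gave 0.955 and 0.956 with them, less than the 0.960 to 0.962 that NC replicates 2 and 3 gave with the siKHSRP replicates. Over the DEGs alone, which were chosen to differ between the groups, r was 0.987 to 0.989 within siKHSRP, 0.971 to 0.986 within NC and 0.780 to 0.834 between groups. Of the DEGs, 663 up and 319 down were also called in the fit without NC replicate 1.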

We also observed that up DEGs in siKHSRP samples were much more than down DEGs, suggesting the potential transcription repression role of KHSRP in MDA-MB-231 cells. 

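Up DEGs made up 69.3% of the DEGs. Of the 12988 protein-coding genes tested, 388 were up and 300 were down DEGs. Of the 3087 lncRNA genes tested, 365 were up and 35 were down DEGs, and genes of other types added 69 up and 29 down DEGs. INSIG1-DT and MAN1B1-DT, lncRNAs transcribed divergently from protein-coding genes, rose from 0.550 ± 0.145 to 3.38 ± 0.226 FPKM and from 0.830 ± 0.286 to 4.46 ± 0.484 FPKM (SD, n = 3 in each group). The DEGs with a mean FPKM under 1 were 454 up and 108 down. Among the 10151 protein-coding genes with a mean FPKM of at least 1, a group chosen after the data were seen, 240 were up and 238 were down DEGs. Quantile normalization gave 664 up and 501 down DEGs, and a pseudocount of 1 gave 182 up and 136 down DEGs.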

To explore the molecular functions of HKSRP downstream targets, we performed GO enrichment analysis for up and down DEGs.

**Figure 3:**
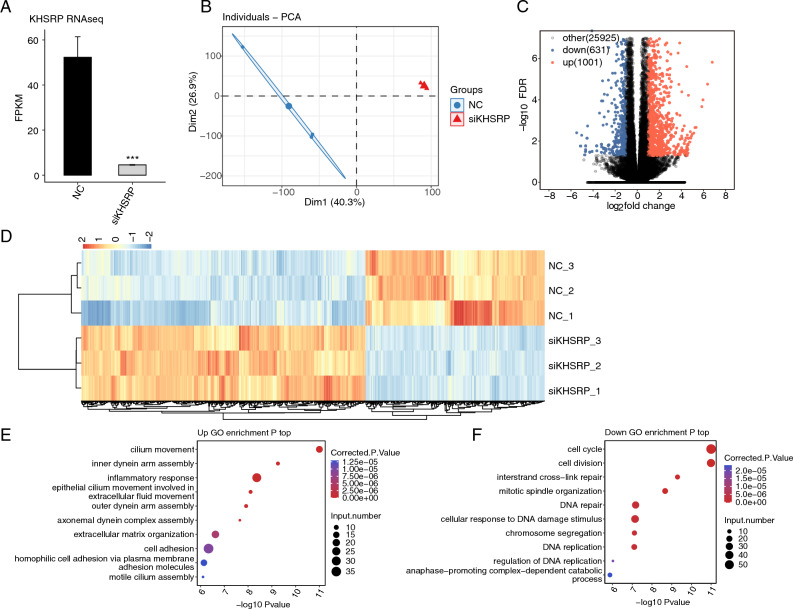
KHSRP globally regulated the transcriptome profile of MDA-MB-231 cells. (**A**) Bar plot showing the expression levels of KHSRP in RNA-seq data. (**B**) PCA base on FPKM value of all detected genes. The ellipse for each group is the confidence ellipse. (**C**) Volcano plot showing all differentially expressed genes (DEGs) between treatment and control samples with DEseq2. FDR < 0.05 and FC (fold change) ≥ 2 or ≤ 0.5. (**D**) Hierarchical clustering heat map showing expression levels of all DEGs (By pheatmap v1.0.12 in R). (**E**) Bubble Diagram exhibiting the most enriched GO pathways of the up-regulated DEGs. (**F**) The same for (**E**) but for the down-regulated DEGs.

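Of 57 measured genes of axonemal dynein and cilium motility, 22 were up DEGs and none was a down DEG, with 2 lower at an unadjusted p under 0.05 in limma, and 35 did not pass the cut-offs (23 up DEGs when adjusted over the list alone). The measured genes of a list are the members tested, with a mean FPKM of at least 0.1. The deposited table held 92 genes of this list. A gene near that limit can pass it through the group where it is higher, so the counts hold for the genes tested only. C9orf116, also known as PIERCE1 and a component of ciliary microtubules, rose from 2.96 ± 0.311 to 11.1 ± 0.545 FPKM (SD, n = 3 in each group), a log2 fold change of 1.88 (standard error 0.103, adjusted p = 5.6e-04). SPEF1, a microtubule-binding protein of cilia, rose from 0.327 ± 0.0493 to 1.57 ± 0.121 FPKM. DNAAF3 and CCDC103, which help to assemble dynein arms, had log2 fold changes of 1.15 and 1.25, and CCDC103 shares 88.8% of its exonic length with other genes on its strand. The list had an adjusted p of 2.4e-09 from camera with a preset correlation, and adjusted p = 0.23 with an estimated correlation. Of these genes 21 were up DEGs without NC replicate 1.

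Among 10 measured regulators of motile ciliogenesis no gene was an up DEG in limma, and 0 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.37). The median log2 fold change of this list was 0.0024, while its mean was -0.22. PLK4, a kinase of centriole duplication, was its 1 down DEG, also when adjusted over the list alone (log2 fold change -1.02, and -0.91 without NC replicate 2 and -0.92 without siKHSRP replicate 1). The down DEGs without NC replicate 1 were PLK4 and MCIDAS, 2 genes. Of 76 measured genes of the primary cilium and intraflagellar transport, 5 were up DEGs and none was a down DEG, with 12 lower at an unadjusted p under 0.05 (6 up DEGs when adjusted over the list alone). These were TCTN2 (log2 fold change 1.13), TCTN1 (1.10), IFT27 (1.04), DYNC2I1 (1.06) and IFT140 (1.29), the last named after its value was seen. DYNC2I1 and IFT140 did not pass the fold cut-off without NC replicate 1 (0.82 and 0.95), which left TCTN2, TCTN1 and IFT27, and lost their calls without any of the siKHSRP replicates in turn (adjusted p = 0.063 to 0.070 and adjusted p = 0.083 to 0.095). For this list camera gave an adjusted p of 0.011, and adjusted p = 0.69 with an estimated correlation.

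Of 55 measured genes of the extracellular matrix (80 in the deposited table), 7 were up DEGs and none was a down DEG, with 8 lower at an unadjusted p under 0.05. The same number were up DEGs when adjusted over the list alone. COL8A1, a short-chain collagen, rose from 2.97 ± 0.616 to 8.53 ± 0.286 FPKM, and LOX, the enzyme that cross-links collagen and elastin, from 4.71 ± 1.32 to 11.9 ± 0.460 FPKM. TNXB, a tenascin, had a log2 fold change of 1.14. For this list the camera adjusted p was 0.022, and adjusted p = 0.78 with an estimated correlation. When NC replicate 1 was left out it was 0.066, and COL8A1, LOX, TNXB and THBS3 were the 4 up DEGs. Of 38 matrix proteases and inhibitors, SERPINE2, a protease inhibitor, was an up DEG (log2 fold change 1.34) and MMP9, a gelatinase, a down DEG (-1.72), also when adjusted over the list alone. That list had an adjusted p of 0.015 (direction up), and adjusted p = 0.69 with an estimated correlation, and ADAMTS9 was also an up DEG without NC replicate 1.

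Of 28 measured genes of the cadherin family (60 in the deposited table), 6 were up DEGs and none was a down DEG, with 2 lower at an unadjusted p under 0.05 (7 up DEGs when adjusted over the list alone, and 6 without NC replicate 1). PCDHGA1, a protocadherin, rose from 3.67 ± 0.633 to 12.3 ± 0.405 FPKM, and shares 34.9% of its exonic length with other genes on the same strand. The protocadherin PCDHB10 rose from 0.430 ± 0.0361 to 1.08 ± 0.202 FPKM. PCDHB12 rose from 0.103 ± 0.0603 to 0.390 ± 0.0400 FPKM, and lost its call without any of the siKHSRP replicates in turn (adjusted p = 0.074 to 0.089). CDH1, which encodes E-cadherin, was at 0.06 FPKM in each NC library and at 0.227 ± 0.0208 FPKM in siKHSRP, and lost its call without any library other than NC replicate 1 (adjusted p = 0.051 to 0.092). Camera gave the cadherin list an adjusted p of 0.0025, and adjusted p = 0.41 with an estimated correlation. With a minimum mean FPKM of 1 the adjusted p was 0.67.

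Of 43 integrins and cell adhesion molecules, 4 were up DEGs and none was a down DEG, with 9 lower at an unadjusted p under 0.05 (5 up DEGs when adjusted over the list alone, camera adjusted p = 0.38). ICAM1, an adhesion receptor for leukocytes, rose from 56.7 ± 17.0 to 162 ± 1.86 FPKM, and L1CAM, a neural adhesion molecule, from 10.3 ± 4.39 to 28.5 ± 0.243 FPKM. The call of L1CAM was lost without any of the siKHSRP replicates in turn (adjusted p = 0.081 to 0.083). ITGB4, an integrin of hemidesmosomes, had a log2 fold change of 1.07, and of 0.80 without NC replicate 1, and lost its call without any of the siKHSRP replicates (adjusted p = 0.069 to 0.079). PECAM1 had one of 1.07, and of 0.99 without NC replicate 2. The 4 up DEGs without NC replicate 1 were ICAM1, L1CAM, PECAM1 and SDC4. Of 27 genes of tight junctions and desmosomes, 4 were up and 1 was a down DEG, also when adjusted over the list alone (camera adjusted p = 0.51). Besides PERP and CLDN2, the up DEGs were CLDN9 (log2 fold change 1.55, and adjusted p = 0.051 without siKHSRP replicate 2) and TJP3 (1.12), which was no DEG without NC replicate 1 (0.99), where PERP, CLDN2 and CLDN9 were up DEGs and CGN was a down DEG. The down DEG, named after its value was seen, was CGN, which encodes cingulin (-1.12). It lost its call without NC replicate 3, where its log2 fold change was -0.99, and without siKHSRP replicates 1 and 3 (adjusted p = 0.059 and 0.058).

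SPEF1, CCDC103, DNAAF3, PLK4, the 5 genes of the primary cilium, TNXB, SERPINE2, PCDHB10, PCDHB12, CDH1, PECAM1, TJP3, CLDN9 and CGN did not pass the fold cut-off with a pseudocount of 1. With quantile normalization IFT27, TCTN1, TNXB, PCDHB10, CDH1 and PECAM1 did not pass it.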

Cell adhesion and extracellular organization associated biological processes, as well as cilium formation and movement, were significantly enriched in up DEGs (Fig. 3E). As tumor cell invasion and migration were tightly associated with cell adhesion and extracellular organization pathways^35^, and cilium assembly associated pathways were associated with tumor development^36^, the enriched pathways for up DEGs could partially explain the decreased invasion and migration ability of MDA-MB-231 cells after KHSRP knockdown. 

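Most of the measured genes of mitosis were lower in siKHSRP than in NC samples. Of 107 measured genes of mitosis and cell division, 31 were down DEGs, none was an up DEG and 76 did not pass the cut-offs, with the same counts when adjusted over the list alone. CDC20, an activator of the anaphase-promoting complex, fell from 112 ± 10.7 to 39.3 ± 1.81 FPKM (SD, n = 3 in each group), a log2 fold change of -1.504 (standard error 0.0949, adjusted p = 7.1e-04). TOP2A, the topoisomerase that untangles replicated chromosomes, fell from 24.2 ± 1.21 to 9.67 ± 0.252 FPKM, and AURKB, a kinase of chromosome segregation, from 44.0 ± 2.33 to 19.6 ± 0.609 FPKM. Without the fold cut-off, 89 of the 107 genes were lower at an adjusted p under 0.05 in limma, and 0 were higher at an unadjusted p under 0.05. The list had an adjusted p of 7.4e-35 from camera with a preset correlation, and adjusted p = 0.21 with an estimated correlation. When NC replicate 1 was left out, 37 of the genes were down DEGs.

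Of 67 genes of DNA replication, 9 were down DEGs and none was an up DEG, with 0 higher at an unadjusted p under 0.05 (10 down DEGs when adjusted over the list alone, and 17 without NC replicate 1). CDC45, a part of the replicative helicase, fell from 9.10 ± 0.638 to 2.98 ± 0.182 FPKM, and WDHD1, which links the helicase to DNA polymerase alpha, from 3.02 ± 0.413 to 0.597 ± 0.120 FPKM. DTL, which directs the degradation of replication factors, had a log2 fold change of -1.05. Camera gave this list an adjusted p of 3.4e-19, and adjusted p = 0.21 with an estimated correlation. Of 32 regulators of G1 and S phase, 7 were down DEGs and 1 was an up DEG, also when adjusted over the list alone, and 8 and 1 without NC replicate 1. That list had an adjusted p of 1.1e-05 (direction down), and adjusted p = 0.21 with an estimated correlation. CDC6, which licenses replication origins, the retinoblastoma family member RBL1 and the ubiquitin ligase subunit SKP2 had log2 fold changes of -1.14, -1.12 and -1.30. The up DEG in each case was CDK6, a kinase of G1 phase (log2 fold change 1.22), which was named after its value was seen.

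Of 18 genes of the anaphase-promoting complex, 3 were down DEGs and none was an up DEG, with 0 higher at an unadjusted p under 0.05, also when adjusted over the list alone and without NC replicate 1. Besides CDC20 these were UBE2C and UBE2S, the ubiquitin-conjugating enzymes that work with the complex, with log2 fold changes of -1.07 and -1.32. All 3 were also counted in the list of mitosis and cell division. Camera gave the list of the complex an adjusted p of 0.0028, and adjusted p = 0.21 with an estimated correlation.

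Of 46 genes of nucleotide excision, base excision and mismatch repair, none was a DEG in limma, also when adjusted over the list alone and without NC replicate 1, while 18 were lower and 4 were higher at an unadjusted p under 0.05. That list had an adjusted p of 0.023 (direction down), adjusted p = 0.54 with an estimated correlation, and 0.052 without NC replicate 1. The base excision nuclease APEX1 was at 72.0 ± 9.52 FPKM in NC and 70.7 ± 2.61 FPKM in siKHSRP. Of 39 genes of end joining and DNA damage signalling, 1 was a down DEG and none was an up DEG, also when adjusted over the list alone and without NC replicate 1, while 13 were lower and 6 were higher at an unadjusted p under 0.05. The down DEG was CLSPN, a mediator of the replication checkpoint (log2 fold change -1.45). The adjusted p of that list was 0.033, adjusted p = 0.41 with an estimated correlation, and 0.056 and 0.060 without NC replicates 2 and 3, and 0.11 with a minimum mean FPKM of 1.

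DTL, RBL1, SKP2, CDK6 and CLSPN did not pass the fold cut-off with a pseudocount of 1, nor did UBE2C with quantile normalization.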

Interestingly, the down DEGs were mainly enriched in cell cycle, DNA damage repair, and cell division associated pathways (Fig. 3F), which could largely elucidate the reason for decreased cell proliferation level in siKHSRP samples. Meanwhile, we also performed KEGG enrichment analysis for both up and down DEGs, and found they showed similar results with the GO analysis (Fig. S2A,B). 

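Of 59 measured inflammatory cytokines and NF-kB targets, 19 were up DEGs, 4 were down DEGs and 36 did not pass the cut-offs (21 up and 4 down DEGs when adjusted over the list alone, and 17 and 4 without NC replicate 1). CXCL8, which encodes interleukin-8, rose from 46.0 ± 1.64 to 222 ± 3.21 FPKM (SD, n = 3 in each group), a log2 fold change of 2.27 (standard error 0.0688, adjusted p = 1.1e-04). SOD2, a mitochondrial superoxide dismutase and NF-kB target, rose from 8.80 ± 0.729 to 29.4 ± 0.794 FPKM. The down DEGs, named after their values were seen, were IL1RN, which encodes the interleukin-1 receptor antagonist (log2 fold change -2.29), IL11 (-1.51), IL24 (-1.32) and IL23A (-1.13). Camera gave the list an adjusted p of 2.5e-04 (direction up), and adjusted p = 0.40 with an estimated correlation.

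Of 42 genes of interstrand cross-link repair (Fanconi anemia), 2 were down DEGs and none was an up DEG, with 2 higher at an unadjusted p under 0.05, also when adjusted over the list alone. UBE2T, the ubiquitin-conjugating enzyme of this pathway, fell from 52.5 ± 1.48 to 22.1 ± 0.651 FPKM, and FANCI, one of its targets, from 3.95 ± 0.339 to 1.64 ± 0.0651 FPKM. Without the fold cut-off, 19 genes were lower at an adjusted p under 0.05. Camera gave an adjusted p of 1.4e-07, and adjusted p = 0.23 with an estimated correlation. Of 37 genes of homologous recombination, 3 were down DEGs and none was an up DEG, with 2 higher at an unadjusted p under 0.05, also when adjusted over the list alone. This list had an adjusted p of 2.0e-06, and adjusted p = 0.30 with an estimated correlation. XRCC3, a protein of this repair pathway, had a log2 fold change of -1.06. RAD51AP1, which assists strand exchange, had one of -1.08, and lost its call without NC replicate 3 (-0.94) and without siKHSRP replicate 2 (adjusted p = 0.055). POLQ, known as a polymerase of end joining, had one of -1.03, and lost its call without any library other than NC replicate 1 (adjusted p = 0.058 to 0.084). There were 6 down DEGs of cross-link repair and 9 of homologous recombination without NC replicate 1. IL1RN, IL23A, FANCI, XRCC3, RAD51AP1 and POLQ did not pass the fold cut-off with a pseudocount of 1.

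The paper proposes that the adhesion, matrix and cilium pathways of the up DEGs could account in part for the lower invasion and migration, and that the cell cycle and DNA repair pathways of the down DEGs could largely account for the lower proliferation.

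**Figure D1:**
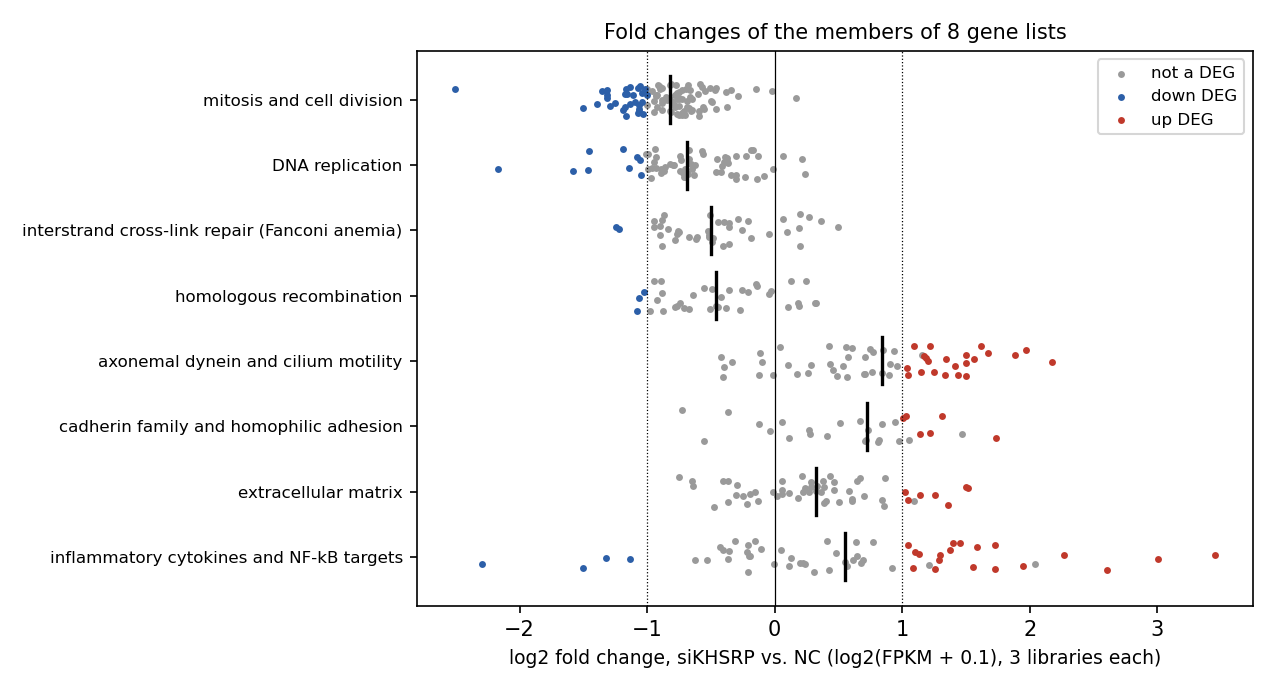
Log2 fold change (siKHSRP vs. NC, from log2(FPKM + 0.1), 3 libraries in each group) of each tested member of 8 gene lists, with red points for up DEGs, blue for down DEGs and grey for other genes, spread vertically only for legibility. The black bars are the medians, from -0.82 for mitosis and cell division to 0.84 for axonemal dynein and cilium motility, and the dotted lines mark the fold cut-offs.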

In summary, the dysregulated genes by siKHSRP showed high consistency with the altered pro-oncogenic features of MDA-MB-231 cells, indicating that KHSRP affects breast cancer cell development by regulating the gene expression pattern.

### Validation of KHSRP-regulated DEGs

Based on the above results, we focused our attention on the DNA damage/repair and cell cycle associated genes that were specifically down-regulated by siKHSRP (Fig. 3F). Then we randomly selected 7 genes from these pathways and validated their altered expression level using RT-qPCR method. These 7 genes are *BIRC5* and *CCNA2* from cell cycle pathway, and *CDK1*, *FEN1*, *FOXM1*, *PTTG1*, and *UHRF1* from DNA repair pathway. The RT-qPCR demonstrated that high consistency was identified between the RNA-seq and RT-qPCR results for all selected genes (Fig. 4A). 

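In the RNA-seq data each of the 7 genes was lower in siKHSRP than in NC samples at an adjusted p under 0.05, and 6 of them were down DEGs, also when adjusted over the list alone. These genes were chosen by the study on these samples, so their direction is not independent evidence (camera adjusted p = 9.0e-08, and adjusted p = 0.16 with an estimated correlation). PTTG1, which encodes securin (chromosome 5, 160421822 to 160428744 of GRCh38), fell from 157 ± 29.5 to 62.2 ± 0.0709 FPKM (SD, n = 3 in each group), a log2 fold change of -1.31 (standard error 0.136, adjusted p = 0.0021). FOXM1, a transcription factor of mitotic genes (chromosome 12, 2857681 to 2877155), fell from 28.9 ± 0.766 to 11.8 ± 0.417 FPKM (log2 fold change -1.29). FEN1, the flap endonuclease (chromosome 11, 61792637 to 61797244), fell from 43.1 ± 1.87 to 18.8 ± 0.382 FPKM (log2 fold change -1.19). UHRF1, which maintains DNA methylation (chromosome 19, 4903080 to 4962154), fell from 8.35 ± 0.871 to 3.67 ± 0.275 FPKM (log2 fold change -1.16), and did not pass the fold cut-off with a pseudocount of 1. CCNA2, which encodes cyclin A2 (chromosome 4, 121816444 to 121823933), fell from 29.8 ± 0.923 to 13.3 ± 0.924 FPKM (log2 fold change -1.16). BIRC5, which encodes survivin (chromosome 17, 78214186 to 78225636), fell from 24.5 ± 5.25 to 11.0 ± 0.792 FPKM (log2 fold change -1.13). When NC replicate 1 was left out, its log2 fold change of -0.96 did not pass the fold cut-off, which left CCNA2, FEN1, FOXM1, PTTG1 and UHRF1 as the 5 down DEGs. CDK1, the kinase that drives entry into mitosis (chromosome 10, 60778331 to 60794852), was at 29.0 ± 0.907 FPKM in NC and 14.5 ± 1.57 FPKM in siKHSRP. Its log2 fold change of -0.999 (standard error 0.0973, adjusted p = 0.0018) did not pass the fold cut-off. It passed it in 6 of 15 alternative settings, among them without NC replicate 2 (-1.01), NC replicate 3 (-1.02), siKHSRP replicate 2 (-1.02) and siKHSRP replicate 3 (-1.07). For each of the 7 genes every NC library lay above every siKHSRP library (exact permutation test, two-sided, p = 0.1, the smallest possible). GAPDH, the reference gene, was at 2472 ± 178 FPKM in NC and 2673 ± 88.7 FPKM in siKHSRP (log2 fold change 0.11, adjusted p = 0.52, and -0.14 with quantile normalization). Its groups did not overlap either, with every siKHSRP library above every NC library (exact permutation test, two-sided, p = 0.1).

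**Figure D2:**
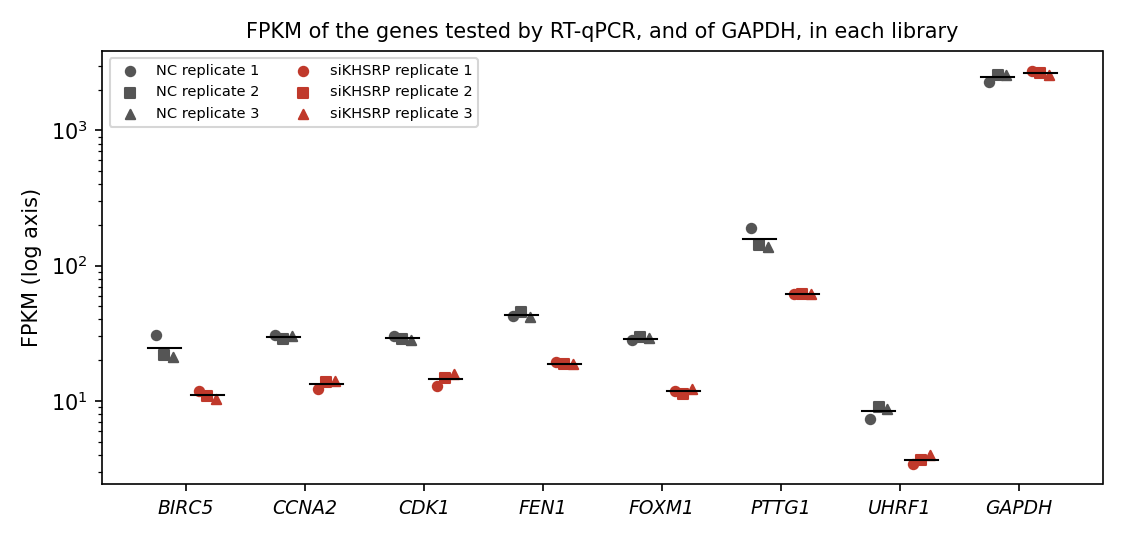
FPKM (log axis) of the 7 genes tested by RT-qPCR and of GAPDH in each library, in grey for NC and red for siKHSRP, with 1 symbol per replicate number and black bars for the group means. For each of the 7 genes the siKHSRP replicates lie below the NC replicates.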

To further confirm the regulation of KHSRP on the DEGs, we performed correlation analysis, and found KHSRP expression was significantly and positively correlated with these genes by GEPIA2 software^33^ using the BRCA dataset from TCGA (Fig. 4B). In summary, we demonstrated that KHSRP has significant influence on the expression of genes from DNA damage/repair and cell cycle pathways.

**Figure 4:**
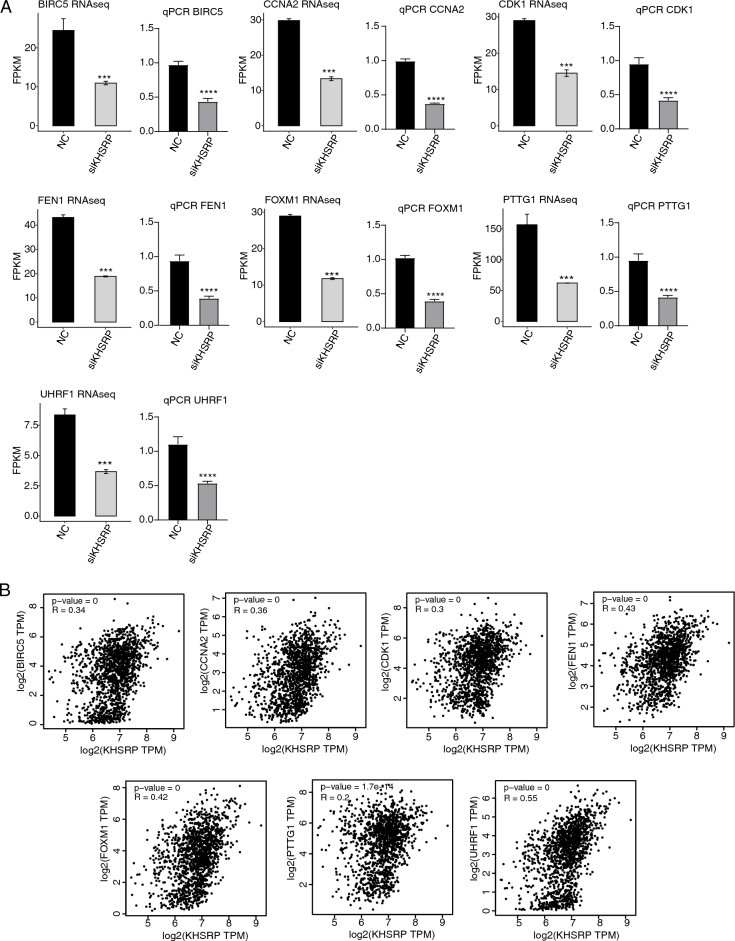
KHSRP regulates the expression of genes in MDA-MB-231 cells. (**A**) Bar plots showing expression level of the selected DEGs using RNA-seq data and RT-qPCR. N = 3; ***p-value < 0.001; ****p-value < 0.0001; Student’s *t*-test. (**B**) Dot plot showing the correlation analysis result between KHSRP and the selected DEGs using BRCA dataset from TCGA.

### KHSRP regulates alternative splicing genes enriched in DNA repair in MDA-MB-231 cells

As an RBP, KHSRP has the ability to regulate alternative splicing pattern to modulate the function of target genes. We then investigated how HKSRP affects the AS profile in MDA-MB-231 cells. By using ABLas program that was designed for AS analysis^29^, we identified 1630 HKSRP-regulated AS events (RASEs) with significant difference between siKHSRP and NC (*p*-value < 0.05), indicating the global dysregulation of AS profile by KHSRP knockdown. By classifying these RASEs into different types and included (up) or down (excluded) events, we found ES, A5SS, and A3SS events were the top regulated types (Fig. 5A). We also observed the phenomenon that down RASEs were more than up RASEs, including A5SS and A3SS (Fig. 5A), which is a regulatory feature of KHSRP on AS profile. By plotting the AS ratio of these RASEs, the clear separation between siKHSRP and NC samples was presented with consistent pattern of three replicates for each group (Fig. 5B). After that, functional enrichment analysis of RASE genes (RASGs) showed that cell cycle and DNA damage/repair pathways were among the top enriched pathways (Fig. 5C), which showed high similarity with that of down DEGs (Fig. 3F). Apoptotic process was also enriched in the RASGs (Fig. 5C), associating with the increased apoptotic level in siKHSRP samples. KEGG analysis for RASGs demonstrated that they were enriched in metabolic and several disease pathways (Fig. S3A). We then performed overlapping analysis between RASGs and DEGs, and detected 69 overlapped genes (Fig. 5D), implying that KHSRP could collectively regulate the expression and AS levels of some important genes. To further validate KHSRP regulatory function on AS pattern of DNA damage/repair genes, we designed specific primers that could distinguish model and alternative splicing sites, and performed RT-qPCR experiment for eight selected genes with DNA damage/repair function. The A5SS event of *PARK7* was included in siKHSRP samples and may yield transcript with different 5’UTR (Fig. 5E). The A5SS event of *PARK7* was also confirmed by PCR with two bands that showed higher inclusion of longer transcript in siKHSRP samples (Fig. 5F). The 5pMXE of *UBE2D3* was included in siKHSRP samples and may yield transcript with different 5’UTR (Fig. S3B). The A3SS of *NPM1* was also included in siKHSRP samples and produced more transcripts with shorter coding region (Fig. S3C). For other three RASEs, including ES of *ERCC1* and *CENPX*, and 5pMXE of *UBE2A*, showed significant AS ratio difference that were validated by RT-qPCR and RT-PCR (Fig. S4A–C). A3SS events of *SWI5* and *CSNK1E* were also validated by RT-qPCR and showed high consistency between RNA-seq and RT-qPCR results (Fig. S4D). In summary, these results demonstrated that KHSRP significantly regulated the AS profile of MDA-MB-231 cells, and its AS regulation on DNA damage/repair genes may contribute to its pro-oncogenic functions.

**Figure 5:**
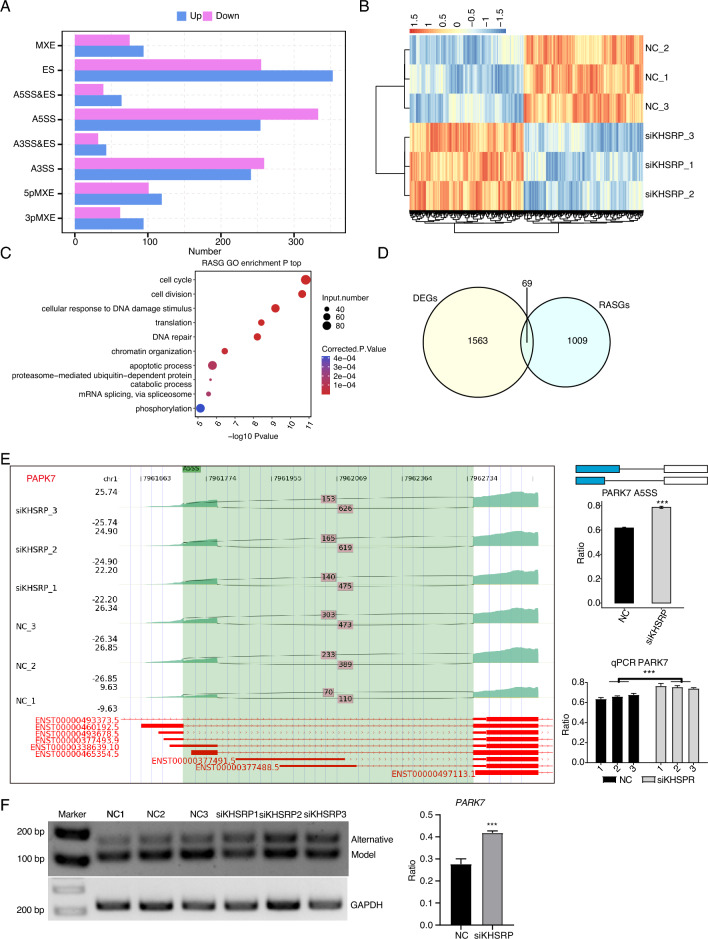
KHSRP regulates alternative splicing genes enriched in DNA repair in MDA-MB-231 cells. (**A**) Bar plot showing the number of all significant regulated alternative splicing events (RASEs). X-axis: RASE number. Y-axis: the different types of AS events. (**B**) Hierarchical clustering heat map showing the values of RASE ratio (by pheatmap v1.0.12 in R). (**C**) Bubble Diagram exhibiting the most enriched GO biological process results of RASGs. (**D**) Venn diagram showing the overlapped gene number of RASGs and DEGs. (**E**) KHSRP regulates alternative splicing of *PAPK7*. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq and RT-qPCR validation of RASE were shown at the bottom of the right panel. The ratio was calculated by the alternative spliced reads divided by the sum of alternative spliced and model reads. Error bars represent mean ± SEM. ***p-value < 0.001; Student’s *t*-test. (**F**) RT-PCR showing the significantly regulated AS events between siKHSRP and NC samples. Right panel was the quantitative result. Error bars represent mean ± SEM. ***p-value < 0.001; Student’s *t*-test.

## Discussion

Previous study has demonstrated that KHSRP is highly expressed in breast cancer tissues, and patients with high expression of KHSRP are associated with poor prognosis^23^, but the molecular mechanisms of KHSRP in breast cancer are limited. In this study, we systematically investigated the KHSRP-downstream RNA targets in MDA-MB-231 cells, including changed expression and splicing genes. Besides the higher expression and association with worse RFS of KHSRP in breast cancer patients, we found that KHSRP knockdown could inhibit cell proliferation, migration, and invasion, and promote cell apoptosis. It also demonstrated that KHSRP knockdown could affect the expression and alternative splicing of multiple genes. By analyzing the functional pathways of DEGs and RASGs by siKHSRP, we found that several pathways of down-DEGs and RASGs were related to DNA damage and repair. Therefore, we speculate that KHSRP may play a role in breast cancer by regulating both the expression and alternative splicing of DNA repair functional genes. Meanwhile, other pathways enriched in DEGs and RASGs, could also partially explain the mechanisms of KHSRP pro-oncogenic features. In summary, our study highlighted the potential regulatory mechanisms of KHSRP in breast cancer and identified substantial KHSRP downstream RNA molecules that could be used as potential therapeutic targets for breast cancer in future.

Based on the protein structure of KHSRP, it has the ability to interact with RNAs and regulate their fate in cells, including the well-known RNA decay^37^ and miRNA maturation^38^. In breast cancer, KHSRP was destabilized by the mutant p53–proteasome axis, indicating the functional realization of KHSRP was under p53 mutation pathway^39^. Meanwhile, recent studies also demonstrated the pro-oncogenic function of KHSRP in multiple cancers (see introduction). Based on our results, we speculate that KHSRP fulfils its functions with multiple pathways. By analyzing the DEGs, up DEGs in siKHSRP group were enriched in cilium assembly and movement, extracellular matrix (ECM), and cell adhesion pathways, which could be novel mechanisms in KHSRP-regulated cell migration and invasion ability. The ECM-stimulated cell adhesion has been tightly associated with tumor cell metastasis for a long time^35,40^. 

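PERP, a desmosome protein and p53 target (chromosome 6, 138088505 to 138107511 of GRCh38), was at 8.31 ± 1.000 FPKM in NC and 18.4 ± 0.353 FPKM in siKHSRP samples of the RNA-seq experiment (SD, n = 3 in each group). Its log2 fold change was 1.15 (standard error 0.103, adjusted p = 0.0015). THBS3, a thrombospondin of the extracellular matrix (chromosome 1, 155195588 to 155209051), rose from 1.97 ± 0.663 to 5.53 ± 0.172 FPKM, a log2 fold change of 1.50 (standard error 0.253, adjusted p = 0.0097), and NC replicate 1 was the lowest of its NC values at 1.21 FPKM. CLDN2, a tight junction protein that forms paracellular pores (chromosome X, 106900164 to 106930861), rose from 0.743 ± 0.0874 to 2.59 ± 0.287 FPKM, a log2 fold change of 1.67 (standard error 0.134, adjusted p = 0.0012). CLDN2 had a log2 fold change of 1.04 with a pseudocount of 1. All 3 were up DEGs, also when adjusted over the list alone and without NC replicate 1, but the study chose them on these samples, so their direction is not independent evidence (camera adjusted p = 0.0028, and adjusted p = 0.34 with an estimated correlation).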

Several upregulated genes by siKHSRP from cell adhesion pathway were reported to be involved in the development of breast cancer, including the tumor suppressor PERP^41^, THBS3 that could predict better relapse-free survival^42^, and down-regulated CLDN2 in breast cancer cases^43^. Another interesting discovery was that cilium assembly and movement pathways were distinctly enriched in up DEGs. Primary cilium has been reviewed to influence the cancer hallmarks by involving in multiple important signaling pathways^44,45^. In breast cancer, inhibition of ciliogenesis could promote the tumorigenesis and metastasis^46^, consistent with our finding that upregulated cilium assembly genes coupled with decreased cell migration and invasion abilities. In conclusion, KHSRP knockdown arrested tumor cell metastasis perhaps by promoting the cilium function. Meanwhile, due to the lack of exploration on cilium, the proposed conclusion needs to be further verified with additional experiments.

Another important discovery was that cell cycle and DNA damage/repair genes were deregulated by siKHSRP in both down DEGs and RASGs, suggesting their important roles in repressing proliferation and promoting apoptosis in MDA-MB-231 cells after KHSRP knockdown. The relationship between cell cycle and tumor proliferation is needless to say^47^. For the down DEGs by siKHSRP, cell cycle and division pathways were top enriched, highly consistent with the decreased proliferation level of MDA-MB-231 cells by siKHSRP. We thus focus on discussing the DNA damage/repair pathways and dysregulated AS. DNA damage and following cellular response and repair are essential to preserve the overall genome stability and integrity of cells, the dysregulation of which could lead to uncontrolled biological processes and is the hallmark of cancer^48^. Besides gene expression, previous studies confirmed the important regulatory role of AS in the development of breast cancer^49,50^. Meanwhile, it has been reported that KHSRP regulates AS to involve in multiple tumor types or processes, including resveratrol-inhibited epithelial to mesenchymal transition^51^, and AS dysregulation in lung adenocarcinoma^52^. In this study, we identified the novel downstream targets and molecular functions of KHSRP in breast cancer. Among DNA repair pathway, *PTTG1* and *FOXM1* were significantly downregulated by siKHSRP (Fig. 4). It is reported that PTTG1 and other two genes are associated with endocrine therapy resistance in breast cancer^53^; and PTTG1 was associated with poor prognosis of breast cancer patients and could promote tumor progression by regulating CCNA2 and CCNB2^54^. Transcription factor FOXM1 is a well-studied and oncogenic protein and used as the therapeutic target in breast cancer^55,56^. Interestingly, FOXM1 contributes to doxorubicin resistance of breast cancer cells by regulating DNA repair genes and protecting cancer cells from DNA damage^57^, which is linked to our discovery. We also identified and validated the RASEs of several genes in DNA damage/repair pathways, and identified their functions or dysregulated expression pattern with breast cancer, including *PARK7*^58^, *UBE2A* and *UBE2D3*^59^, *NPM1*^60^, *ERCC1*^61^, *CSNK1E*^62^, *CENPX*^63^, and *SWI5*^64^. These results indicate that KHSRP could simultaneously regulate expression and AS of genes involved in DNA damage/repair pathways. Further experiments are necessary to validate the dysregulated AS events to rule out the false discovery and weak AS events. At the same time, the functions and outcomes of these dysregulated DEGs and RASGs have not been confirmed in breast cancer, and need to be deeply investigated to validate their roles in future studies.

In summary, we have made a systematical analysis for exploring the downstream targets of KHSRP and trying to associate them with the functions of KHSRP in breast cancer cells. Our results indicate that the enriched pathways for both KHSRP-regulated DEGs and AS genes are tightly associated the repressed pro-tumor features in siKHSRP samples, including the cilium assembly and movement, ECM organization, and the cell cycle and DNA damage/repairs pathways emerged in both DEGs and RASGs. We propose that KHSRP could modulate the progression of breast cancer by regulating the expression and AS patterns of these genes, suggesting novel molecular targets and therapeutic methods for breast cancer based on the KHSRP regulatory network in future.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

## Data Availability

The raw RNA-seq data has been deposited in the NCBI GEO database with accession ID GSE252239. Meanwhile, as accession number provided in submission system is private, we have created a secure token to allow review of record GSE252239 while it remains in private status: exsbqouwtnovlyj.

# Supplementary material for: KHSRP has oncogenic functions and regulates the expression and alternative splicing of DNA repair genes in breast cancer MDA-MB-231 cells
**Source:** Sci Rep. 2024 Jun 26;14:14694. doi: 10.1038/s41598-024-64687-0
**Supplement:** Supplementary file 1 — Supplementary Figures.

**
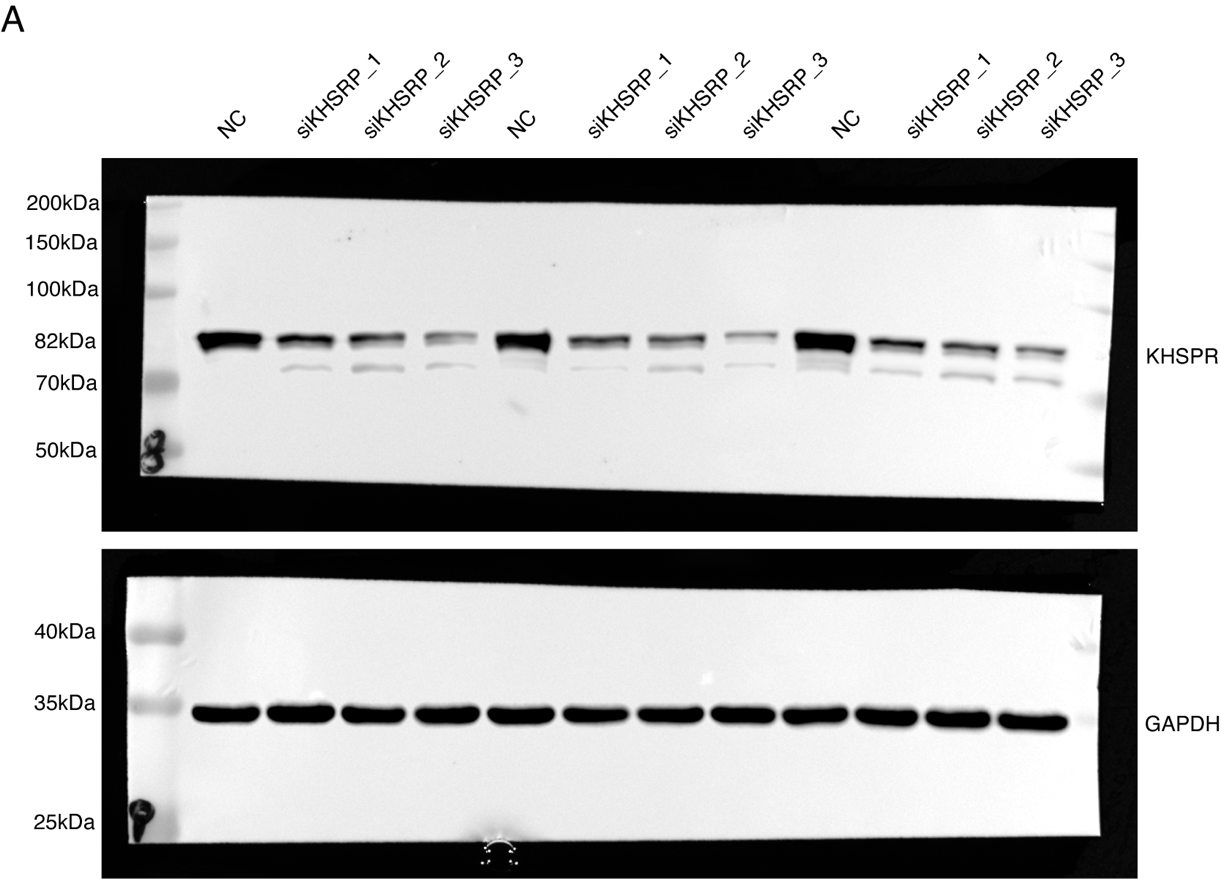
**

**Figure S1. Western blot experiment demonstrated the successful knockdown of KHSRP by siRNAs in MDA-MB-231 cells. The raw gels for western blot were shown.** Due to sample size, we detected two proteins, the target protein and the reference protein, on the same membrane. We cropped the protein positions of the target protein KHSRP and the reference protein GAPDH, and incubated the primary antibodies of the target protein and the reference protein, achieving the goal of detecting the target protein and the reference protein separately. Therefore, the original image we have obtained is a cropped membrane, not a complete whole membrane.

**
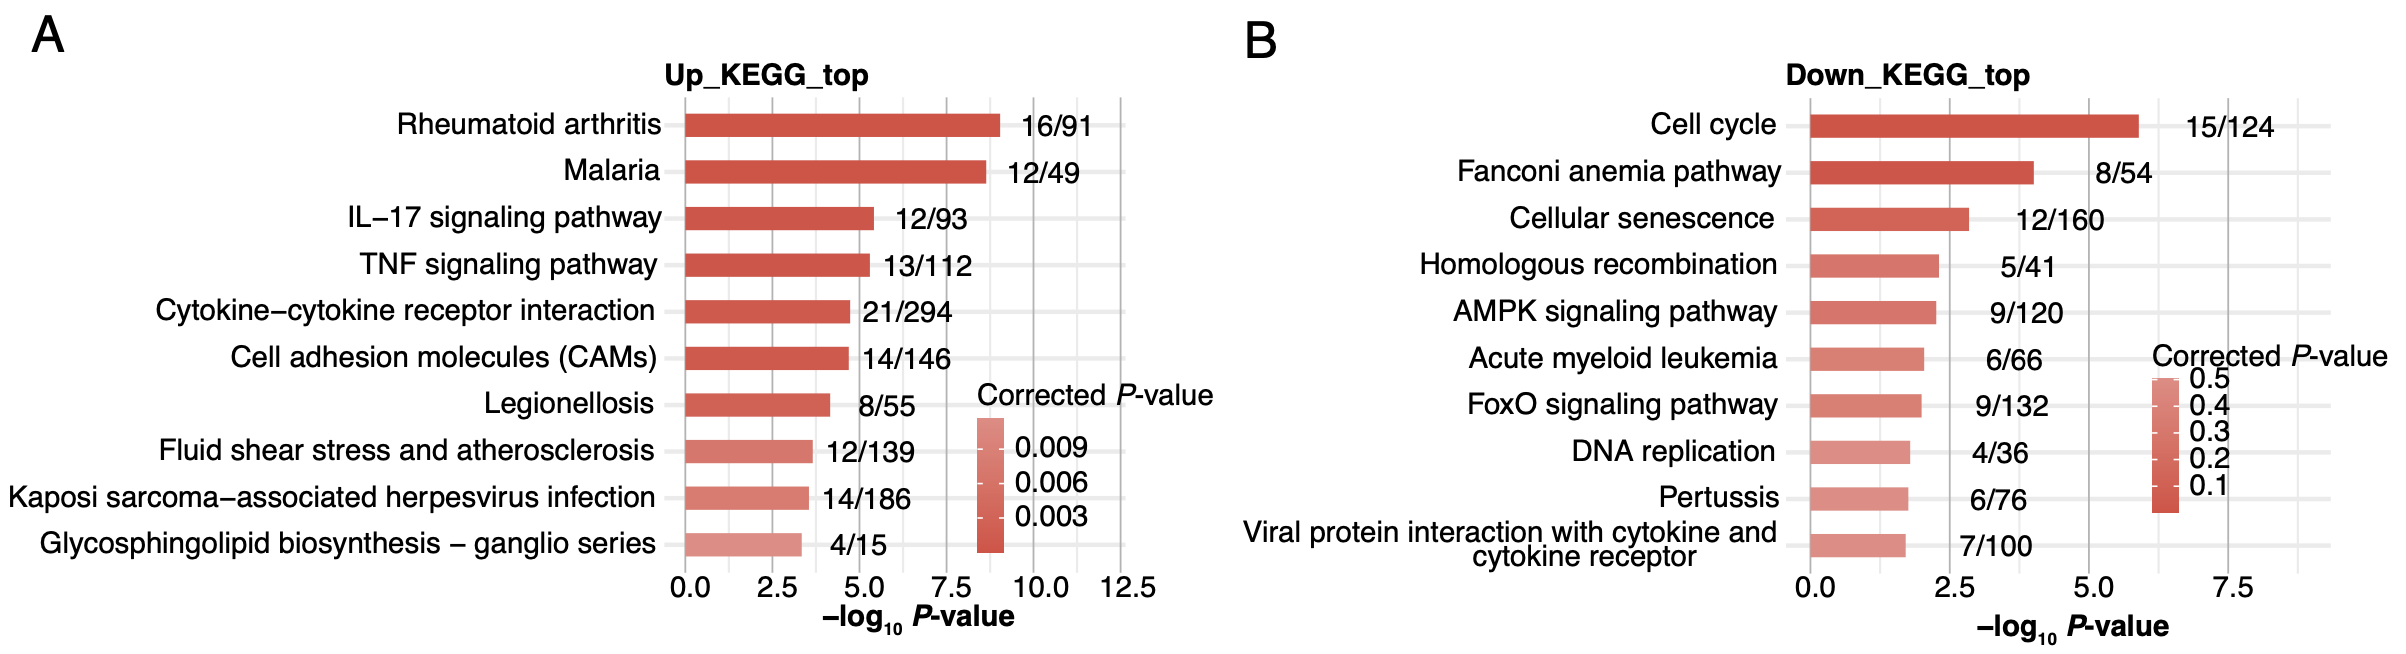
**

**Figure S2. KEGG enrichment analysis for up and down DEGs.**

1. Bar plot showing the top 10 KEGG pathways for up DEGs by siKHSRP.
2. The same as (A) but for the down DEGs.

**
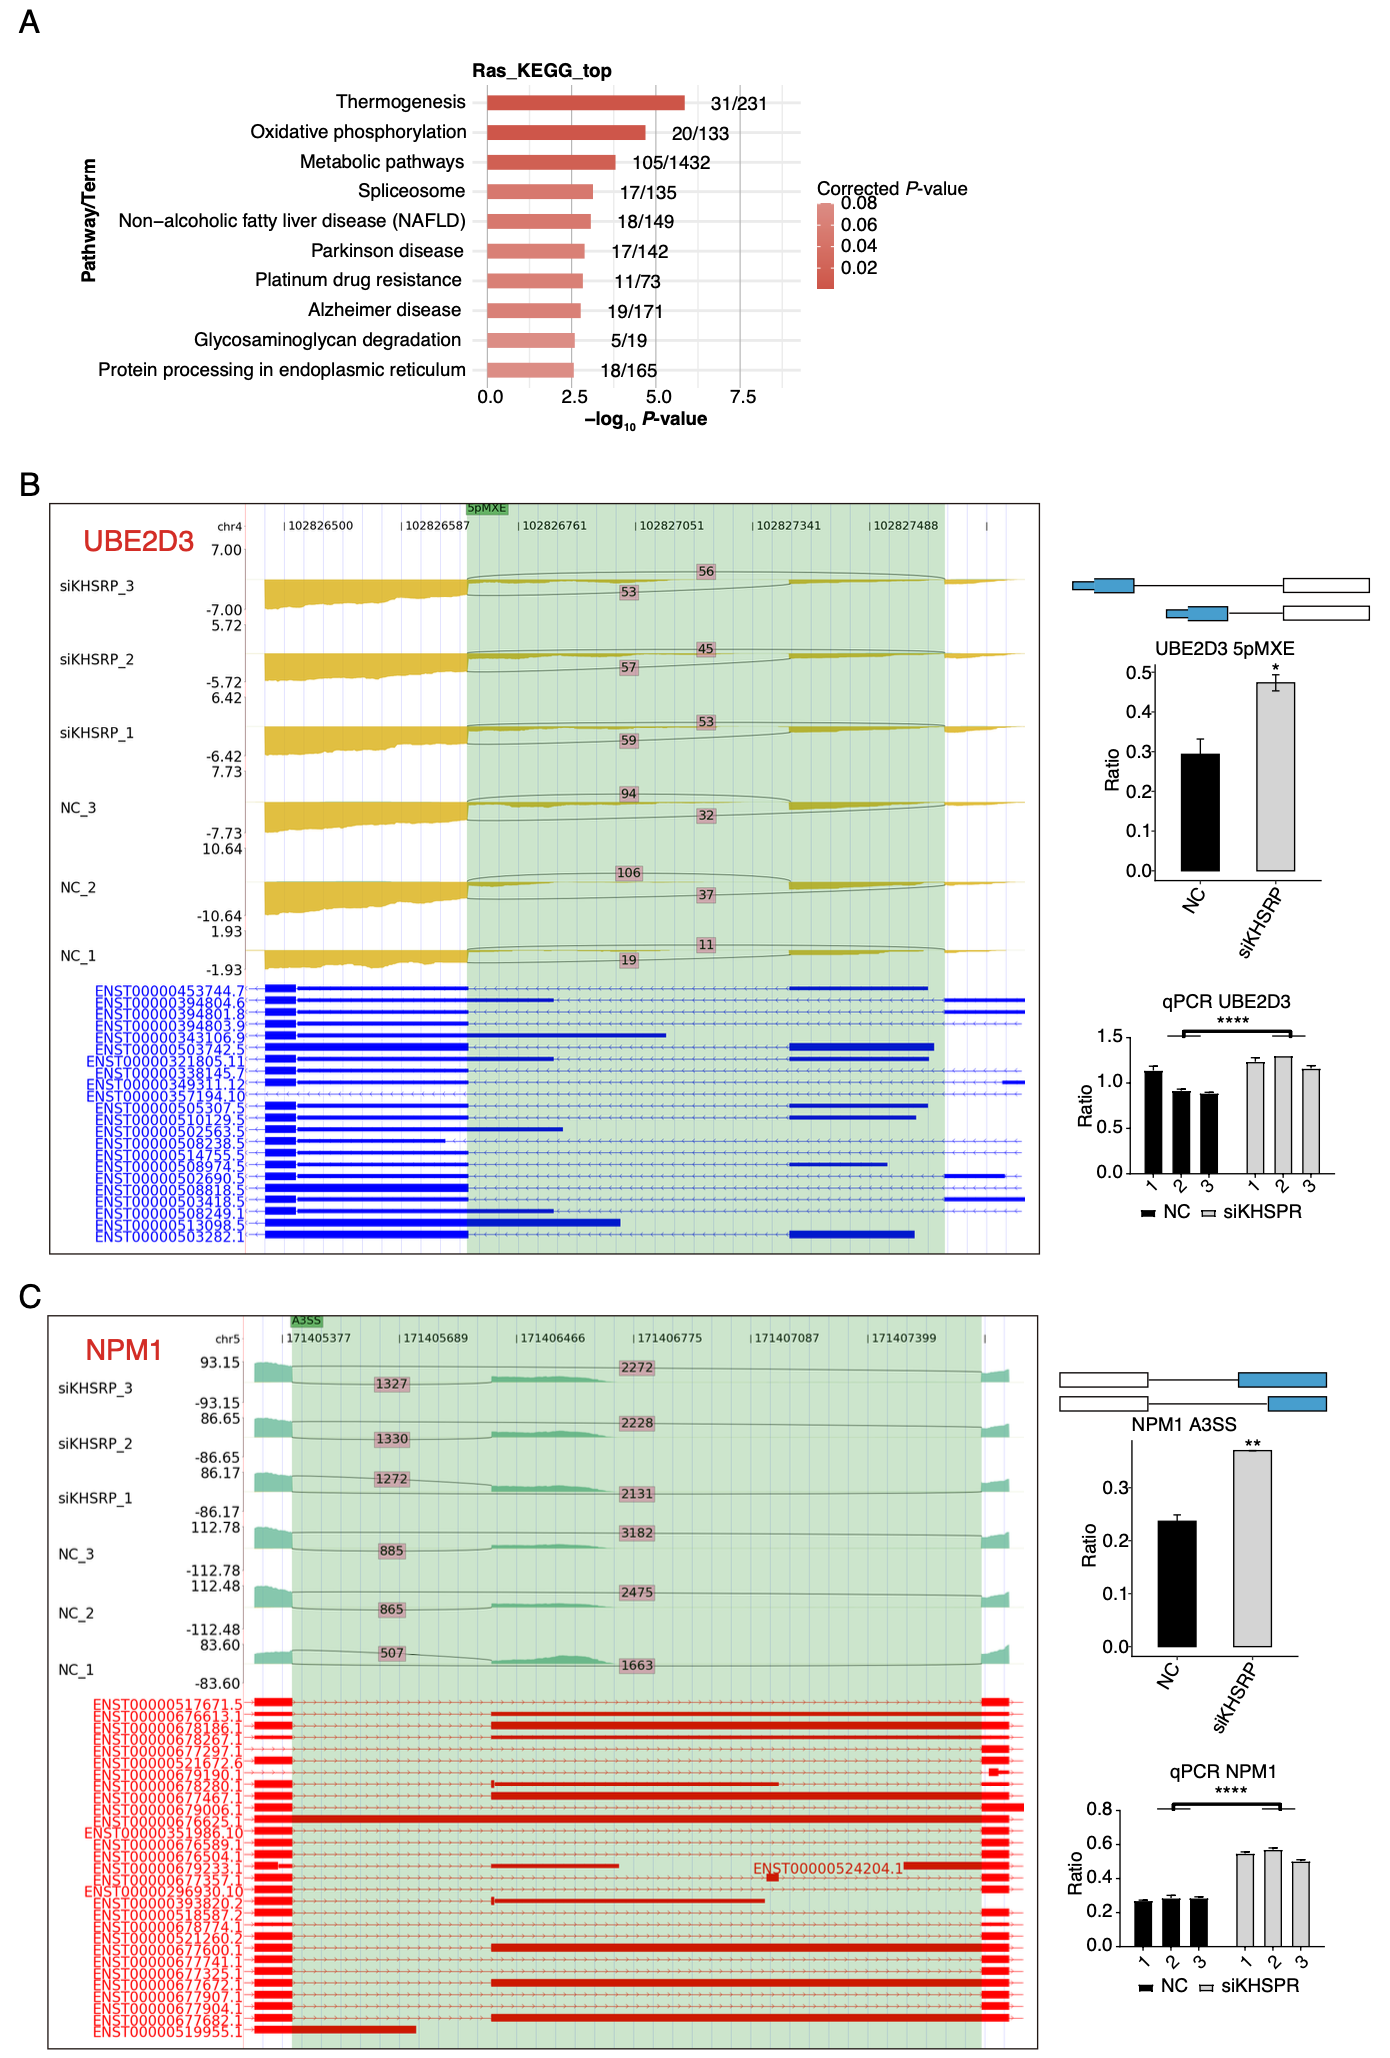
**

**Figure S3. KHSRP regulates alternative splicing in MDA-MB-231 cells.**

1. Bar plot showing the top 10 KEGG pathways for RASGs by siKHSRP.
2. The presentation of 5pMXE RASE of *UBE2D3* that was regulated by KHSRP. Left panel: IGV-sashimi plot showing the regulated alternative splicing events and binding sites across mRNA. Reads distribution of RASE is plotted in the up panel and the transcripts of each gene are shown below. Right panel: The schematic diagrams depict the structures of ASEs. RNA-seq and RT-qPCR validation of RASE were shown at the bottom of the right panel. Error bars represent mean ± SEM. * *p*-value < 0.05, **** *p*-value < 0.0001; Student’s *t*-test.
3. The same as (A) but for the A3SS event of *NPM1*. Error bars represent mean ± SEM. ** *p*-value < 0.01, **** *p*-value < 0.0001; Student’s *t*-test.

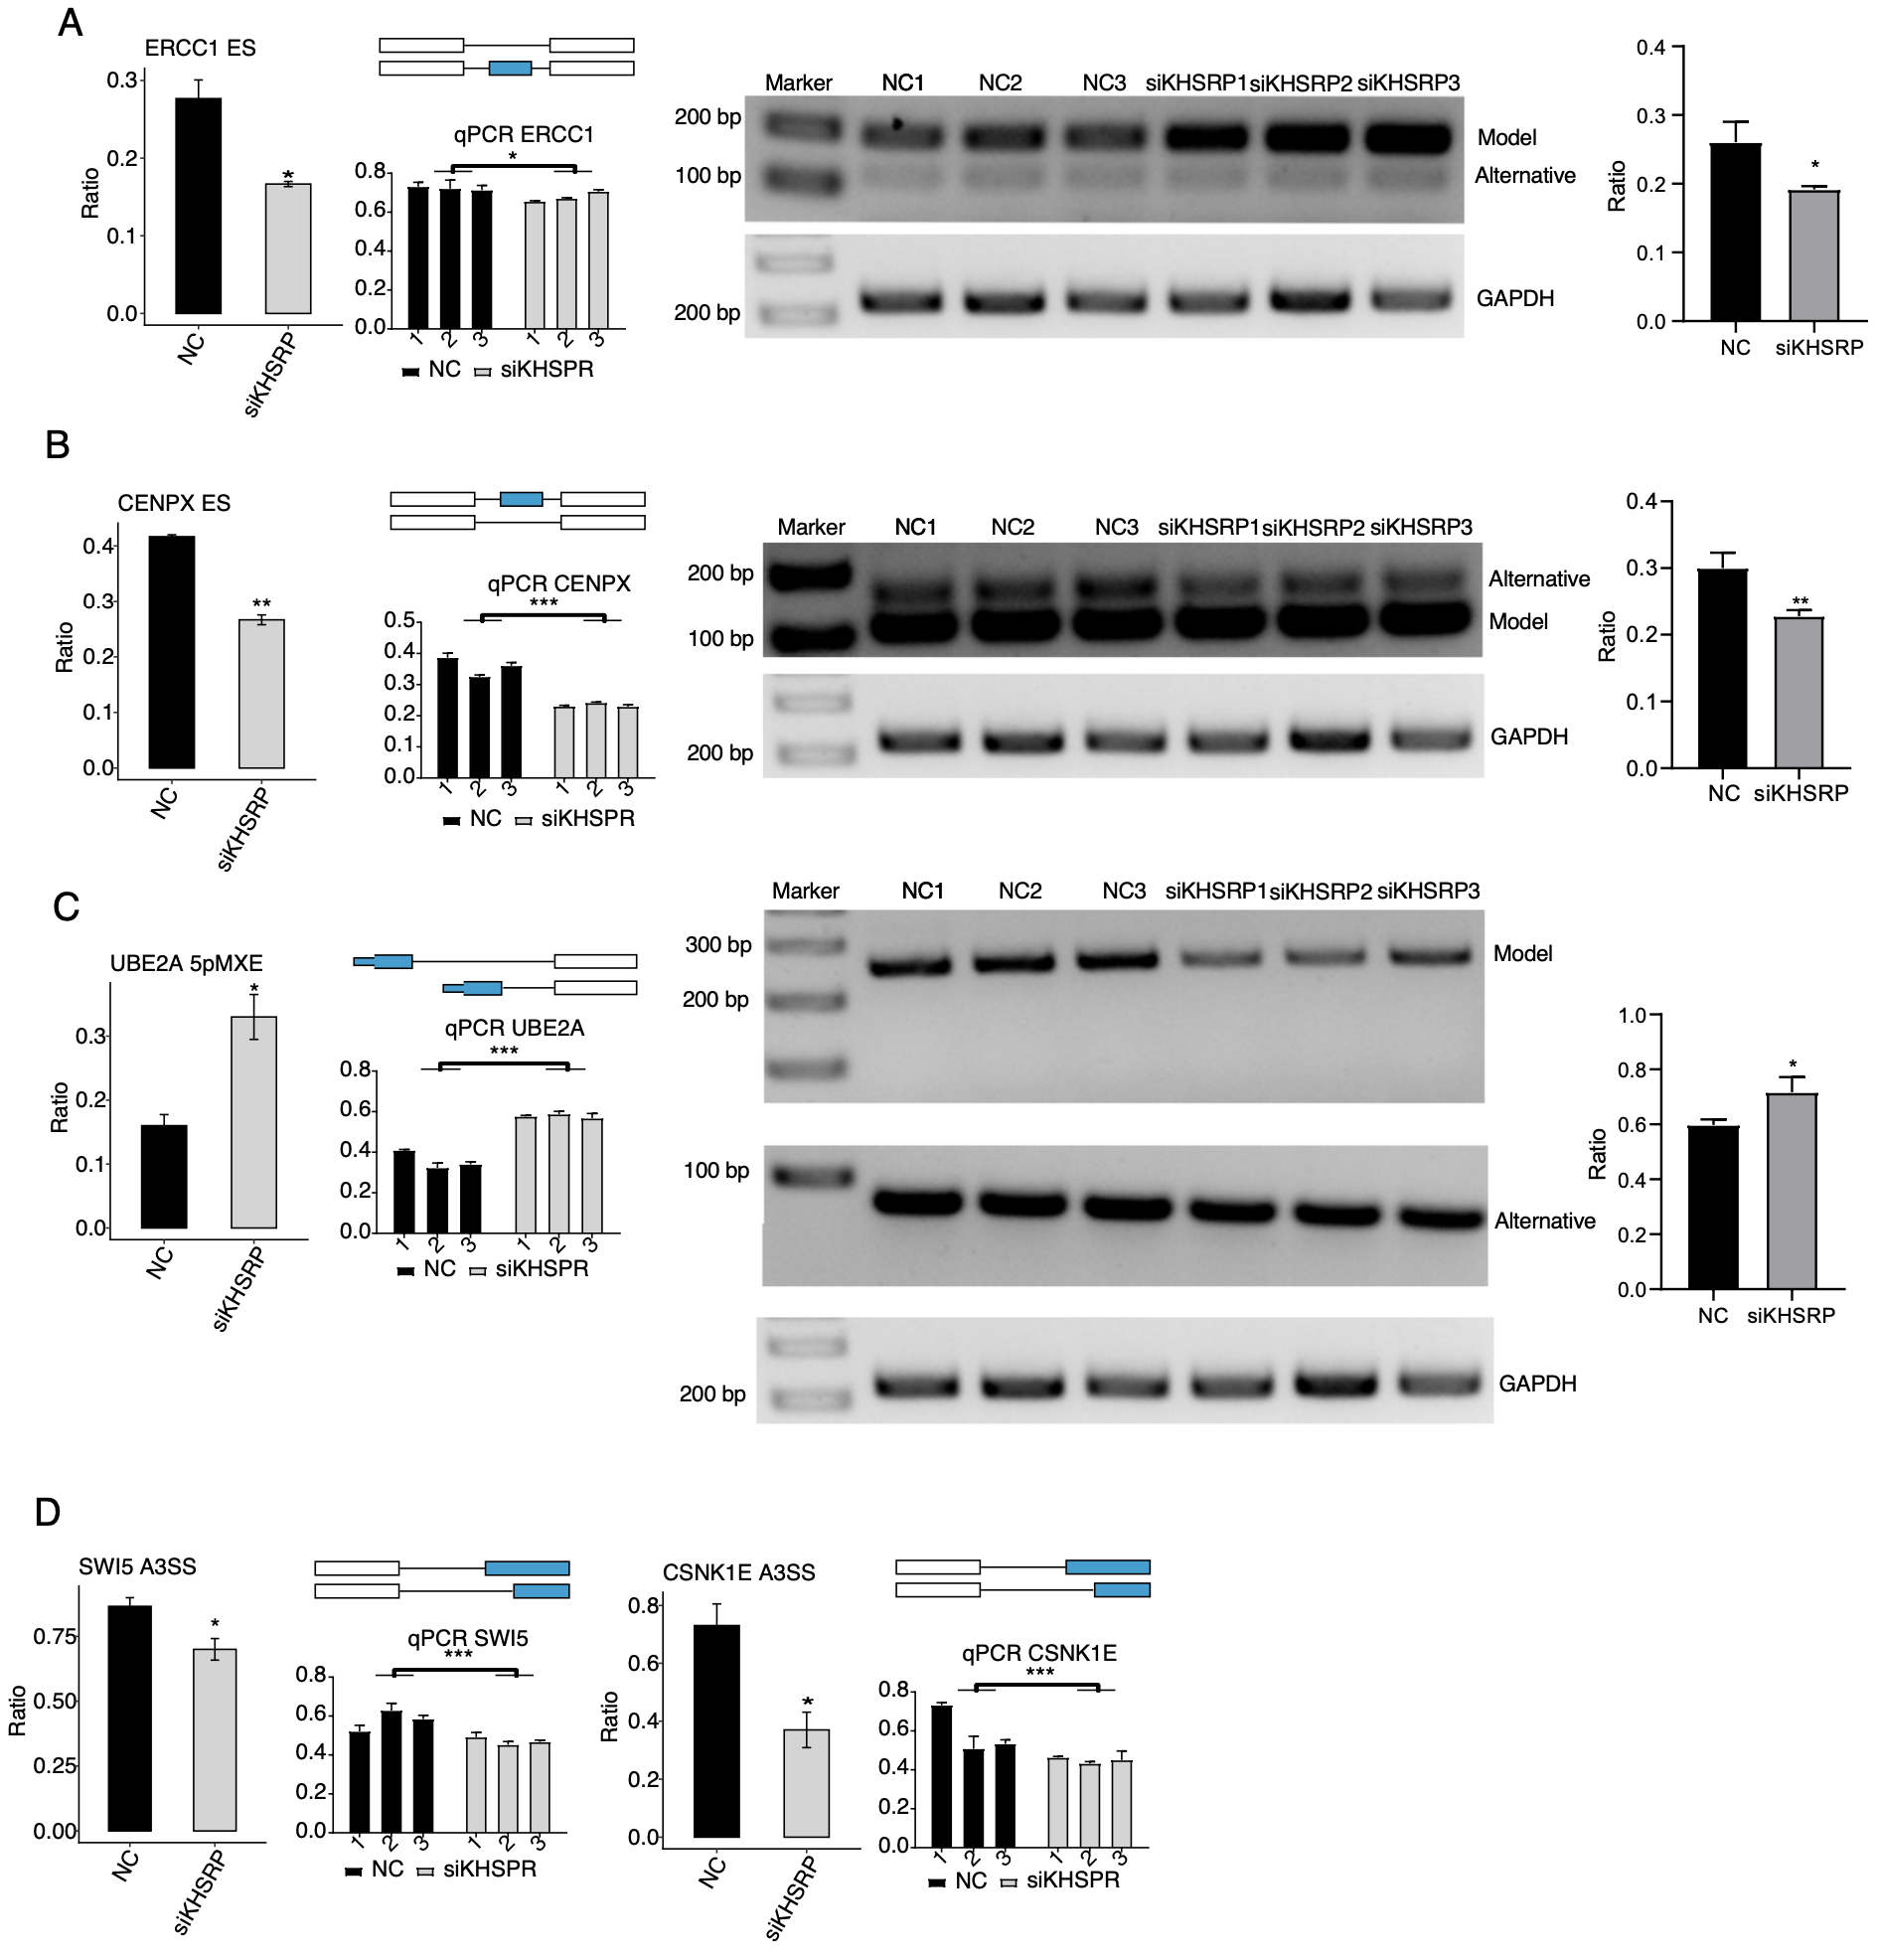

**Figure S4. Bar plot showing the RASEs by siKHSRP and validated results using RT-PCR and RT-qPCR methods.**

1. The ES of ERCC1 was validated by RT-qPCR and RT-PCR experiments. From left to right, the first panel was the RNA-seq result; the second panel was the RT-qPCR result; the third panel was the gel image by RT-PCR; and the last panel was the quantitative result of RT-qPCR.
2. The same as (A) but for the ES of CENPX.
3. The same as (A) but for the 5pMXE of UBE2A.
4. A3SS of SWI5 and A3SS of CSNK1E were shown in this figure. For each RASE, left panel was the RNA-seq result, and right panel was the RT-qPCR result.

Error bars represent mean ± SEM. * *p*-value < 0.05, ** *p*-value < 0.01, **** *p*-value < 0.0001; Student’s *t*-test.

# Supplementary material for: KHSRP has oncogenic functions and regulates the expression and alternative splicing of DNA repair genes in breast cancer MDA-MB-231 cells
**Source:** Sci Rep. 2024 Jun 26;14:14694. doi: 10.1038/s41598-024-64687-0
**Supplement:** Supplementary file 2 — Supplementary Table S1.

**Table S1. The sequences table for DEGs and RASEs in the RT-qPCR experiment in this study. F represents forward; R represents reverse; M represents model; and AS represents alternative spliced.**

| BIRC5-F | GAGTGATAGGAAGCGTCTG |
| --- | --- |
| BIRC5-R | GCATCGAGCCAAGTCATT |
| FOXM1-F | CTCGTCAATGCCAGTCTC |
| FOXM1-R | CCCGTGTTTCCAAGTCAG |
| CCNA2-F | CATTAGAGATCCATCTGTTCTG |
| CCNA2-R | TATGAGTAAGACTGGCATCC |
| PTTG1-F | CCTGAAGAGCACCAGATTG |
| PTTG1-R | ATGGTGGAGAGGGCATCT |
| FEN1-F | GTTGGCTGTGTCTGTGTT |
| FEN1-R | CACCATCTTACTCCTCTGAAT |
| CDK1-F | GCAACAGGGAAGAACAGT |
| CDK1-R | TACTCTGACCAAGGCATAAG |
| UHRF1-F | TTGCAGCCTATACCTCAATA |
| UHRF1-R | CTGGACAAAGTACTGGACT |
| PARK7-M-F | CTGGTGTGGGGCTTGTAAAC |
| PARK7-AS-F | CGGGGTGCAGGCTTGTAAAC |
| PARK7-M/AS-R | GATGACCGTCTCCATTTCCT |
| CENPX –M/AS-F | TGCGGAAGCACCTTCTCCAG |
| CENPX -AS-R | TTCGTTGTGGAAGCAGCAGT |
| CENPX -M-R | AAGACCAAAGAAGCAGCAGT |
| ERCC1–M-F | ATTCAGTCACCCGGGAGACGAA |
| ERCC1-AS-F | TGTTCCAGAGACCGGGAGACGAA |
| ERCC1-M/AS-R | TGAGCAGAAACCAGCGGACC |
| CSNK1E–M-F | GGGGCCGCATGAATTTCAGC |
| CSNK1E -AS-F | AGGAAGCCCCGAATTTCAGC |
| CSNK1E -M/AS-R | CAAGCCCGACTACTCTTACCT |
| NPM1–M/AS-F | CACCAAAAGGACCTAGTTCT |
| NPM1-AS-R | TTCAATGCGCTTTTTCTATAC |
| NPM1-M-R | GAGAACCACCTTTTTCTATAC |
| SWI5–M/AS-F | GGACCCTCTTGCGCCATTGA |
| SWI5-AS-R | TGGTTCAGTCCTCCTGAGCC |
| SWI5-M-R | ACTGGATCCATCTCCTGAGCC |
| UBE2D3–M/AS-F | TCGGTGTATGCTCAAAGGTCC |
| UBE2D3-AS-R | CGGTGAAGAGGCGCCTGTGT |
| UBE2D3-M-R | CGGCCCCTCTGCGCCTGTGT |
| UBE2A–M-F | CATCCAAATGTCTATGCAGA |
| UBE2A -AS-F | TTTGAGGATGTCTATGCAGA |
| UBE2A –M/AS-R | TGGATGTTAGAATGGAAGAC |
| GAPDH-F | GGTCGGAGTCAACGGATTTG |
| GAPDH-R | GGAAGATGGTGATGGGATTTC |

How the deposited data were processed for this re-analysis (not part of the article)

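RNA-seq of MDA-MB-231 cells transfected with siKHSRP (3 libraries) or with the NC siRNA (3 libraries), collected 48 h after transfection, was taken from 1 deposited table of 27397 genes. The FPKM values in it were made by the authors, who dropped reads with more than 2 unknown bases, trimmed adaptors and low-quality bases with FASTX-Toolkit 0.0.13, dropped reads under 16 nt, aligned with HISAT2 allowing at most 4 mismatches and kept uniquely mapped reads. The processing notes of the authors name HISAT2, DESeq2 and GRCh38 without versions, and the counting tool and the annotation release are not given in the sources used here. The values are printed to 2 decimals, no scaling between libraries is stated, and counts were not analysed here. The depth was therefore estimated from the steps between low values, at 20.3 M to 27.7 M fragments per library, and intervals for counting error were not computed. Gene positions, types, lengths and overlaps came from GENCODE 29 on GRCh38, to which 26635 genes (97.2%) were matched by gene ID without its version on the same chromosome.

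The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. DESeq2, which the authors used, was not run, since it needs counts. In its place limma was used (lmFit, then eBayes with a trend on expression level) on log2(FPKM + 0.1). The 17619 genes with a mean FPKM of at least 0.1 over the 6 libraries were tested and the other 9778 were not. All 6 libraries were used, grouped as siKHSRP and NC, with no other term in the model. DEGs had a Benjamini-Hochberg adjusted p under 0.05 over the genes tested and a fold change of at least 2 or at most 0.5. On simulated data of 17619 genes, 94% of genes changed by 1.5 (log2) and 99% of genes changed by 3 (log2) were called in the right direction, and 8 unchanged genes were called. The changed genes were drawn from those with a mean FPKM of at least 0.5. The noise was normal, independent between genes and of equal size in all libraries for a given gene. The simulation thus held no outlying library, no correlated genes and no counting error, so its rates may not hold for these data. Single genes that the paper names were also compared by an exact permutation test, two-sided, which with 3 libraries against 3 gives no p under 0.1.

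The rules for gene lists and named genes were fixed before the data were examined. There were 39 gene lists, tested with camera at a preset correlation of 0.01 and adjusted over the lists, with camera at an estimated correlation and fry beside it. The lists covered mitosis, G1 and S phase, DNA replication, DNA repair, the anaphase-promoting complex, cilia, extracellular matrix and proteases, adhesion and junctions, inflammation, interferon response, apoptosis, p53 targets, transcripts with AU-rich elements, the KHSRP family, splicing factors, markers of other cell types and of RNA quality, metabolism and stress, and the genes the paper names. The last 3 lists hold genes that the study chose on these samples. The lists on cilia, extracellular matrix, adhesion, the cell cycle and DNA repair cover themes that the paper reported from these same samples. Results on those lists are therefore not an independent test of the themes. The named genes were those of the paper, the 10 DEGs with the largest positive and the 10 with the largest negative log2 fold change among those whose groups did not overlap and whose mean FPKM was at least 1 in the higher group, up to 4 DEGs per list with the smallest adjusted p and, for a list without DEGs, the 2 members with the highest FPKM. That the ranked genes should have a gene symbol rather than a clone-based name was part of the rule, but how such names were recognised was settled after values were seen. Not every gene that the rule takes is named in the text. Genes named outside the rule were chosen after their values were seen.

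The alternatives were other pseudocounts, filters, scalings between libraries, array weights, no variance trend, the replicate number as a block, no fold cut-off and leaving out each library in turn. The GO and KEGG tests of the paper were not repeated, since the members of its terms were not available, and the lists stood in for them. The alternative splicing, TCGA, RT-qPCR, western blot and phenotype results of the paper have no deposited values in the table and were left out.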

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

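The tests of gene length, overlapping genes, admixture, near matches, long stretches, the share of up DEGs without NC replicate 1 and the share among protein-coding genes were chosen only after the result was seen.

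Some of the up DEGs outside the genes that the paper discusses were as follows, among those with a gene symbol, no overlap between the groups and a mean FPKM of at least 1 in siKHSRP. LTB had a log2 fold change of 3.45, with 7.63 FPKM in NC replicate 1 and 3.21 and 3.45 FPKM in the other NC replicates. PTGS2 had one of 3.01 and CXCL1 one of 2.60. KLRK1 had one of 2.71, with 62.7% of its exonic length shared with other genes on its strand. DNMT3L-AS1 had one of 2.88, with 46.1% of its exonic length shared with genes on the opposite strand. LINC02870 had one of 3.21, and of 2.61 without NC replicate 1. CCR5AS had one of 2.59, and of 1.96 without NC replicate 1, and was not a DEG without any of the siKHSRP replicates in turn (adjusted p = 0.063 to 0.066, with 3.1e-05 to 0.066 over all alternatives). RASGRP3-AS1 had one of 2.45, and of 1.86 without NC replicate 1, and was not a DEG without NC replicate 3 (adjusted p = 0.059), siKHSRP replicate 1 (0.12) or siKHSRP replicate 3 (0.12, with 0.014 to 0.12 over all alternatives). INSIG1-DT had one of 2.44 and MAN1B1-DT one of 2.34.

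NC replicate 1 stood apart from the other NC libraries, and the design gives no condition that differs between them, so no biological explanation was tested. Against an admixture of siKHSRP RNA, over the 667 genes called without this library at a mean FPKM of at least 1, it lay a median of 7.49% of the way to siKHSRP (quartiles -17.2 to 40.1%), with 0.286% for CXCL1 and -1.91% for UBB, where KHSRP would need 47.8%. This test and its bounds replaced one on the log2 scale after the first result was seen: the median of the first lay under the bound set for it, but its quartiles held the share of KHSRP, so it did not decide. A trend with gene length may account for part of the difference: the log2 ratio to NC replicates 2 and 3 fell with exonic length (Spearman's rho -0.289 across protein-coding genes, against 0.0683 between NC replicates 2 and 3), with medians of 0.12 over the 2025 shortest and -0.30 over the 2024 longest genes, and its source was not tested. Reads shared between overlapping genes cannot be told apart from no effect, since the difference of medians was -0.0707 (95% bootstrap interval over genes -0.140 to 0.0414).

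Only 1 siRNA against KHSRP was sequenced, so its own effects and the loss of KHSRP are confounded among the down DEGs. Genes with a site for the guide seed (AAAGCCA) in the 3' UTR had a median log2 fold change lower by a difference of -0.0993 than genes without one, more negative than for 100 of 100 shuffled sites, and 4.46% of the 2064 genes with a site were down DEGs against 1.88% of the others; for the passenger seed the difference was -0.0220, below 93 of 100 shuffled sites, which leaves it open. Of 91 genes with at most 4 mismatches to the siRNA, 10 were down DEGs against 286 of 12831 others (odds ratio 5.64, Fisher's exact test, one-sided, p = 4.3e-05, above 98 of 100 shuffled siRNAs), and this limit was set after the matches and their fold changes had been seen. Of 9 genes with 13 or more contiguous bases of the siRNA's sense strand, ATP10D, CENPO, NAA50 and SNRPC were down DEGs, against 292 of 12913 others (odds ratio 35.3, Fisher's exact test, one-sided, p = 3.1e-05, above 78 of the 79 shuffled siRNAs found in any gene); this length too was set after matches had been seen, and a first form of the test did not decide (above 78 of 100), since it gave the 21 shuffled siRNAs found in no gene an odds ratio of 42.6. Among the down DEGs with few mismatches were CENPO, P3H2 and WDR62 with 3 and ATP10D, MARCHF3, PI16, PPP4C, TTC9 and UBB with 4, while CSF2, with 3, was an up DEG. These down DEGs may be direct targets of the siRNA. A near match was held by 3.38% of the 296 down DEGs searched. It was held by 5 of the 15 with a log2 fold change under -2 and a mean FPKM of at least 1 in NC (7 of the 15 when long stretches are added). The 3.38% covers near matches alone, while 92 of the 2064 genes with a guide seed site were down DEGs.

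More DEGs were up than down. NC replicate 1 does not account for this alone, since 63.5% of the DEGs were up without it. Scaling between libraries stays open, since 57.0% were up with quantile normalization, between the bounds set for the test. There were 240 up and 238 down DEGs (50.2% up) among protein-coding genes with a mean FPKM of at least 1. These genes thus held almost none of the excess, while 82.2% were up among all other genes tested. The test for noncoding and low-expressed genes just missed its bound, so the cause of the excess in them stays open. A loss of repression or decay by KHSRP was not tested apart from these explanations.

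The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.1. The real split, 1 of 10 with as many DEGs, gave 1186 and the highest of the others gave 0. Each other split puts libraries of both groups on each side, so the difference between the groups widens the spread within each side. Few DEGs in such splits are therefore no measure of chance, and no conclusion is drawn.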

How the results depend on the processing

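The share of up DEGs by gene type, the list counts without NC replicate 1 and the list counts with array weights were chosen only after the data were seen, and the other alternatives before.

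KHSRP kept its direction and its call in all 15 alternatives (log2 fold change -3.72 to -3.21), and no result past its cut-offs changed direction. Signs did change among results not past theirs, as for SNRNP70 (log2 fold change 0.13 without NC replicate 1). With a pseudocount of 1 there were 318 DEGs, 182 up and 136 down (57.2% up), a library correlation of 0.989 within groups and 0.971 between groups, and 49 of the 138 named genes lost their call; a larger pseudocount shrinks the fold of low genes by construction. A minimum mean FPKM of 1, which tests fewer genes, gave 637 DEGs with 376 up (59.0% up). Quantile normalization gave 57.0% up, and array weights gave 563 down DEGs (63.3% up); the cause was not tested. Array weights changed the down DEGs of mitosis and cell division from 31 to 36, of DNA replication from 9 to 16 and of homologous recombination from 3 to 7, and the up DEGs of the extracellular matrix from 7 to 4 and of nuclear and small structural RNAs from 0 to 5, and left no DEG among inhibitors of apoptosis (2 down otherwise) and endothelial and erythroid markers (1 up otherwise); in the other lists the counts changed by at most 2. Without the fold cut-off 4298 genes passed, 2303 higher and 1995 lower. The share of up DEGs was 50.2% among protein-coding genes with a mean FPKM of at least 1 and 82.2% among all other genes tested. With the replicate number as a block, which takes up degrees of freedom, there were 954 DEGs (65.3% up), and RASGRP3-AS1, CDH1, BCL2A1 and IFT140 lost their call; the deviations of libraries with the same number had correlations of -0.015, 0.020 and -0.011, so the numbers were not taken as pairs. Leaving out 1 library at a time gave 732 (without siKHSRP replicate 2) to 1382 (without NC replicate 1) DEGs, 450 to 878 up, 273 to 504 down and 61.5 to 70.2% up. PC1 held 50.3% on the log2 scale (49.7% when scaled to unit variance), 48.9% after quantile normalization and 42.5 to 51.3% with 1 library left out, and PC2 17.5 to 31.1%. Camera with an estimated correlation called 0 of the 39 lists (7 at an unadjusted p under 0.05), against 22 with the preset correlation and 23 with fry. The planned count model was not run, since the values analysed are not counts. Values printed to 2 decimals limit the folds of genes with low FPKM.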

Differences from the paper's values

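No test in this part was chosen only after the result was seen.

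At the cut-offs stated in the paper, 364 genes were down DEGs from limma on FPKM, and the paper's reported value, from DESeq2, is 631. Of the alternatives set before the data were examined, quantile normalization (501), array weights (563) and leaving out NC replicate 1 (504) came within 1.5 times the paper's value. The others did not: pseudocounts of 1 (136) and 0.01 (419), no filter on low values (344), a mean FPKM of at least 1 (261), median-ratio scaling (367), no variance trend (360), the replicate block (331), no fold cut-off (1995), and leaving out NC replicate 2 (342), NC replicate 3 (351) or siKHSRP replicate 1 (273), 2 (282) or 3 (281).

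The paper counts CDK1 among the down-regulated genes. It was lower here too, with a log2 fold change of -0.999, short of the fold cut-off. It passed with a pseudocount of 0.01, with median-ratio scaling and without NC replicate 2 (-1.01), NC replicate 3 (-1.02), siKHSRP replicate 2 (-1.02) or siKHSRP replicate 3 (-1.07). The other 6 genes tested by RT-qPCR were down DEGs.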

Other observations

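The medians by seed site in the last paragraph, and the list counts without NC replicate 1 and with array weights, were chosen only after the result was seen.

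Of 34 early response transcripts with AU-rich elements, 10 were up DEGs and none was a down DEG, with 2 lower at an unadjusted p under 0.05 in limma (11 up DEGs when adjusted over the list alone, and 8 without NC replicate 1). Camera gave this list an adjusted p of 8.8e-07, and adjusted p = 0.34 with an estimated correlation. CXCL1, CXCL2, CXCL8 and PTGS2, all up DEGs, are also on the list of inflammatory cytokines and NF-kB targets. CXCL2, a chemokine, rose from 37.1 ± 1.91 to 90.7 ± 1.45 FPKM (SD, n = 3 in each group). CSF2 rose from 202 ± 16.6 to 416 ± 22.0 FPKM (log2 fold change 1.05, and 0.99 without NC replicate 2), while IL6, at 85.7 ± 10.4 FPKM in NC and 125 ± 0.909 FPKM in siKHSRP, did not pass the fold cut-off; both were named after their values were seen. Of 24 genes of hypoxia and glycolysis, 6 were up DEGs and CA9 was a down DEG, also when adjusted over the list alone (5 up and 1 down without NC replicate 1). ANGPTL4, a secreted regulator of lipoprotein lipase, rose from 21.9 ± 0.682 to 82.7 ± 1.96 FPKM, P4HA2, a collagen prolyl hydroxylase, from 12.7 ± 2.29 to 37.4 ± 0.717 FPKM, and ADM, which encodes adrenomedullin, from 30.7 ± 3.45 to 66.4 ± 2.55 FPKM. EGLN3 had a log2 fold change of 1.11. The 5 up DEGs without NC replicate 1 were ADM, ALDOC, ANGPTL4, EGLN3 and P4HA2. This list had an adjusted p of 1.7e-04, and adjusted p = 0.37 with an estimated correlation. Of 24 genes of cholesterol synthesis, INSIG1 and LSS were up DEGs and none was a down DEG, with 2 lower at an unadjusted p under 0.05, also when adjusted over the list alone. INSIG1, which restrains sterol synthesis, rose from 4.07 ± 0.501 to 13.2 ± 0.295 FPKM, and LSS had a log2 fold change of 1.09, and of 0.90 without NC replicate 1, which left INSIG1. The adjusted p was 0.013, and adjusted p = 0.34 with an estimated correlation.

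Of 22 replication-dependent histones, 3 were up and 5 were down DEGs, also without NC replicate 1 (3 up and 6 down when adjusted over the list alone, camera adjusted p = 0.21). H2BC5 rose from 8.75 ± 1.17 to 30.0 ± 1.47 FPKM, and H2AC6 and H2BC21 had log2 fold changes of 1.72 and 1.32. The down DEGs were H2AC13 (-1.92), H3C3 (-1.72), H2BC3 (-1.45), H4C2 (-1.32) and H1-4 (-1.10); without NC replicate 1 H3C1 stood in place of H1-4. H2BC21, H2AC13, H3C3 and H1-4 were named after their values were seen. Of 20 genes of the KHSRP family and its decay partners, KHSRP was a down DEG and FUBP1, a paralog of KHSRP, an up DEG, also when adjusted over the list alone. FUBP1 rose from 5.49 ± 1.79 to 16.1 ± 0.578 FPKM (log2 fold change 1.59, adjusted p = 0.0077, and 1.30 without NC replicate 1). Camera gave the family an adjusted p of 0.38, and of 0.046 without NC replicate 1 (0.046 to 0.65 over all alternatives), where HNRNPA1 was also a down DEG. KHSRP, the target of the siRNA, is itself on this list, so these p-values are no test of the other members. The median log2 fold change of the list was -0.044 and its mean was -0.16. Of 74 cytosolic ribosomal proteins, RPL14 was the 1 down DEG and none was an up DEG, with 0 higher and 24 lower at an unadjusted p under 0.05, also when adjusted over the list alone and without NC replicate 1. RPL14 fell from 87.8 ± 9.87 to 37.5 ± 0.759 FPKM. Camera gave the ribosomal proteins an adjusted p of 9.2e-09 (direction down), adjusted p = 0.68 with an estimated correlation, and an adjusted p of 0.12 from fry.

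Of 60 splicing factors, none was a DEG in limma, also when adjusted over the list alone, with 5 higher and 20 lower at an unadjusted p under 0.05 (adjusted p = 0.0025, direction down, and adjusted p = 0.69 with an estimated correlation). SNRNP70 was at 86.3 ± 19.4 FPKM in NC and 82.2 ± 3.43 FPKM in siKHSRP (log2 fold change -0.05, and 0.13 without NC replicate 1), and HNRNPA1, a down DEG without NC replicate 1 (log2 fold change -1.04) and with array weights (-1.02), had a log2 fold change of -0.80. SNRPC, a protein of the U1 small nuclear ribonucleoprotein that is not on this list, was a down DEG (log2 fold change -3.88). Of the 8 genes that the paper names for alternative splicing, none was a DEG, also when adjusted over the list alone and without NC replicate 1, with 1 higher and 3 lower at an unadjusted p under 0.05 (adjusted p = 0.088). UBE2D3 and UBE2A had log2 fold changes of -0.83 and -0.62 (adjusted p = 0.0011 and 0.0044), and those of PARK7, NPM1, ERCC1, CENPX, SWI5 and CSNK1E lay between -0.52 and 0.33. The study chose these genes on these samples.

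Of 51 genes of the interferon response, IRF7 (1.34) and GBP2 (1.04) were up and OAS3 (-1.02) was a down DEG (2 up and 0 down when adjusted over the list alone, with 7 lower at an unadjusted p under 0.05, camera adjusted p = 0.56). GBP2 was not a DEG without NC replicate 1 (0.76) or any of the siKHSRP replicates (adjusted p = 0.090 to 0.092, with 1.0e-04 to 0.092 over all alternatives), and OAS3 was not without any library other than NC replicate 1 (adjusted p = 0.099 to 0.15, with 3.8e-04 to 0.15 over all alternatives); without NC replicate 1 IRF7 was up, and EPSTI1 and OAS3 were down DEGs. Among 34 promoters of apoptosis (camera adjusted p = 0.23), BMF (1.28) was an up and CASP1 (-1.17) a down DEG, also when adjusted over the list alone and without NC replicate 1. Of 16 inhibitors of apoptosis, BIRC5 and BCL2A1 (-1.16) were down DEGs and none was an up DEG, with 3 higher at an unadjusted p under 0.05, also when adjusted over the list alone (camera adjusted p = 0.80). Neither was a DEG without NC replicate 1 (BCL2A1 at -0.88 and BIRC5 at -0.96), and BCL2A1 was not without any other library (adjusted p = 0.062 to 0.15, with 0.023 to 0.15 over all alternatives). Of 29 p53 targets, PERP and GDF15 (1.30) were up and TIGAR (-1.20) was a down DEG, also when adjusted over the list alone and without NC replicate 1 (camera adjusted p = 0.55). TIGAR was not a DEG without siKHSRP replicate 2 (adjusted p = 0.052, with 0.0016 to 0.052 over all alternatives), and shares 42.6% of its exonic length with other genes on its strand. The list's mean log2 fold change of 0.0038 and median of -0.068 differed in sign.

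Among markers of cell state and of other cell types, TGFB1 and TGFBI were up DEGs of 14 mesenchymal markers and none was a down DEG, with 2 lower at an unadjusted p under 0.05, also when adjusted over the list alone (camera adjusted p = 0.23). TGFB1 rose from 55.0 ± 8.01 to 135 ± 5.01 FPKM, and TGFBI (1.02) was not a DEG without NC replicate 1 (0.74) or any of the siKHSRP replicates (adjusted p = 0.087 to 0.089, with 2.0e-05 to 0.089 over all alternatives). Of 21 epithelial and luminal breast markers, CDH1 and ELF3 (1.15) were up and GATA3 (-1.09) was a down DEG, also when adjusted over the list alone (camera adjusted p = 0.95, direction down, while the list's median of 0.038 was positive). CDH1 was not a DEG without any library other than NC replicate 1 (adjusted p = 0.051 to 0.092, with 0.0033 to 0.092 over all alternatives). GATA3 was not a DEG without NC replicate 1 (-0.77), where AGR2 was one, nor without NC replicate 3 or any of the siKHSRP replicates (adjusted p = 0.052 to 0.11, with 3.3e-04 to 0.11 over all alternatives). Of 8 leukocyte markers measured, CORO1A (-1.38) was a down DEG and none was an up DEG, with 0 higher at an unadjusted p under 0.05, also when adjusted over the list alone and without NC replicate 1 (adjusted p = 0.021, adjusted p = 0.27 with an estimated correlation, and 0.069 without NC replicate 1, with 0.0061 to 0.094 over all alternatives). Of 2 endothelial and erythroid markers PECAM1 was an up DEG, also when adjusted over the list alone and without NC replicate 1, and none was a down DEG, with 0 lower at an unadjusted p under 0.05 (camera adjusted p = 0.23). PECAM1 was not a DEG without NC replicate 2 (0.99).

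No DEG was called by limma in 4 further lists, also when adjusted over each list alone. Of 15 mitochondrially encoded genes, 0 were higher and 1 was lower at an unadjusted p under 0.05 (camera adjusted p = 0.39; mean log2 fold change 0.26, and -0.03 without NC replicate 1), with MT-CO2 at a log2 fold change of 0.19 and MT-RNR2 at 0.32. Of 11 nuclear and small structural RNAs, 2 were higher and 0 were lower at an unadjusted p under 0.05 (camera adjusted p = 0.31), with RN7SL1 at 0.80 and, as an up DEG without NC replicate 1, at 1.28, and RMRP at 0.54; other genes on the same strand cover RN7SL1 wholly and RMRP over 98.5% of its exonic length. With array weights 5 of these 11 RNAs were up DEGs: RN7SL1 (1.41), RMRP (1.13) and, named after their values were seen, RNU4-2 (1.64), RNU5A-1 (1.28) and RPPH1 (1.23, with 52.2% of its exonic length shared with other genes on its strand). Of 14 housekeeping genes, 3 were higher and 5 were lower at an unadjusted p under 0.05 (camera adjusted p = 0.80), with ACTB at -0.47. Of 21 genes of the unfolded protein response and ATF4 targets, 9 were higher and 6 were lower at an unadjusted p under 0.05 (camera adjusted p = 0.60), and PSAT1 was a down DEG without NC replicate 1. CALR was at 558 ± 17.5 FPKM in NC and 944 ± 16.6 FPKM in siKHSRP, and DDIT4 had a log2 fold change of 0.95, past the fold cut-off without NC replicate 2 (1.06) or NC replicate 3 (1.04).

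With a pseudocount of 1, EGLN3, LSS, H2BC3, H4C2, GBP2, OAS3, CASP1, BCL2A1, TIGAR, TGFBI, ELF3, GATA3 and CORO1A did not pass the cut-offs.

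In the list of mitosis and cell division, the median log2 fold change was -0.84 over 8 members with a guide seed site and -0.82 over 98 without one. For DNA replication it was -0.60 over 10 and -0.70 over 56 members, and for inflammatory cytokines and NF-kB targets 0.05 over 9 and 0.59 over 50 members; these differences were not tested.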
